# Regulation of limited N-terminal proteolysis of APE1 in tumor via acetylation and its role in cell proliferation

**DOI:** 10.18632/oncotarget.8026

**Published:** 2016-03-10

**Authors:** Kishor K. Bhakat, Shiladitya Sengupta, Victor F. Adeniyi, Shrabasti Roychoudhury, Somsubhra Nath, Larry J. Bellot, Dan Feng, Anil K. Mantha, Mala Sinha, Suimin Qiu, Bruce A. Luxon

**Keywords:** APE1, acetylation, base excision repair, proteolysis, proliferation

## Abstract

Mammalian apurinic/apyrimidinic (AP) endonuclease 1 (APE1), a ubiquitous and multifunctional protein, plays an essential role in the repair of both endogenous and drug-induced DNA damages in the genome. Unlike its *E.coli* counterpart Xth, mammalian APE1 has a unique N-terminal domain and possesses both DNA damage repair and transcriptional regulatory functions. Although the overexpression of APE1 in diverse cancer types and the association of APE1 expression with chemotherapy resistance and poor prognosis are well documented, the cellular and molecular mechanisms that alter APE1 functions during tumorigenesis are largely unknown. Here, we show the presence of full-length APE1 and N-terminal truncated isoforms of APE1 in tumor tissue samples of various cancer types. However, primary tumor tissue has higher levels of acetylated APE1 (AcAPE1) as well as full-length APE1 compared to adjacent non-tumor tissue. We found that APE1 is proteolytically cleaved by an unknown serine protease at its N-terminus following residue lysine (Lys) Lys6 and/or Lys7 and after Lys27 and Lys31 or Lys32. Acetylation of these Lys residues in APE1 prevents this proteolysis. The N-terminal domain of APE1 and its acetylation are required for modulation of the expression of hundreds of genes. Importantly, we found that AcAPE1 is essential for sustained cell proliferation. Together, our study demonstrates that increased acetylation levels of APE1 in tumor cells inhibit the limited N-terminal proteolysis of APE1 and thereby maintain the functions of APE1 to promote tumor cells' sustained proliferation and survival.

## INTRODUCTION

Apurinic/apyrimidinic (AP) endonuclease 1 (APE1) is the primary enzyme in mammals responsible for the repair of spontaneously generated abasic sites in the genome [1, 2]. APE1 also plays a central role in the repair of both endogenous and environmentally-induced oxidative and drug-induced DNA damages in the genome via the base excision repair (BER) pathway [1–3]. In addition to its DNA repair function, APE1 also activates the DNA-binding activity of many stress-inducible transcription factors (TFs) including c-Jun, P53 and NF-kβ through its redox activator (Ref-1) function [4–7]. Finally, APE1 has a third and distinct function; it also functions as a direct transcriptional co-activator or co-repressor of many genes involved in cell growth and chemotherapeutic drug resistance [7–12].

APE1 is essential for embryonic development [13] as well as for cell viability and/or proliferation in culture [14, 15]. Human APE1 has an N-terminal disordered domain (1-42 amino acid; aa) and possesses both DNA repair and transcriptional regulatory activities [16]. The N-terminal domain contains the nuclear localization signal [17] and multiple Lys residues that can be modified by acetylation and ubiquitination [18–20]. The C-terminal portion (aa 61-318) of APE1 is essential for DNA repair function (AP-endonuclease activity) [21]. Previously, we reported that Lys6 and Lys7 in the N-terminal domain of APE1 can be acetylated (AcAPE1) by the histone acetyltransferase (HAT) p300 in cultured cells and this acetylation modulates the transcriptional co-regulatory activity of APE1 [9, 11, 18]. Other Lys residues (Lys27, 31, 32 and 35) in the N-terminal domain of APE1 are also found to be modified by acetylation in HeLa cells and mutation of these residues can modulate the DNA damage repair activity of APE1 [19].

Overexpression of APE1 in tumor cell lines and various cancer tissues including lung, ovarian, colon, glioma, head and neck, breast, and prostate have been observed [22–24]. APE1 levels, as well as its altered subcellular localization, have been associated with tumor promotion and progression as well as poor prognosis and lack of responsiveness to chemotherapy [24–26]. Knockdown or impairment of the redox or DNA repair function of APE1 by small molecules inhibitors inhibits tumor cell proliferation and sensitizes cells to a variety of chemotherapeutic agents [24, 27–29]. Given the elevated levels of APE1 in tumor cell lines and cancer tissues of diverse origins, this enzyme has emerged as an important therapeutic target [24, 26].

Overexpression of APE1 in a variety of cancers as well as its association with chemotherapy resistance and poor prognosis has been well documented. Little is known about how the different functions of APE1 may be regulated via alteration of post-translational modifications during tumorigenesis. In this study, we show that the post-translational regulation of APE1 in tumor tissue is distinct from that observed in cultured cells. Specifically, we observed that primary tumor tissues have higher levels of AcAPE1 as well as full-length APE1 compared to adjacent non-tumor tissues. We characterized that the N-terminal domain (1-33 amino acids) of APE1 is cleaved by a limited proteolysis in both tumor and adjacent non-tumor tissue. However, in tumor tissue, the N-terminal limited proteolysis of APE1 is reduced by the enhanced acetylation of multiple Lys residues in this domain. Modulation of APE1 or AcAPE1 levels in tumor cells alters expression of hundreds of genes and APE1 acetylation is essential for sustained cell proliferation.

## RESULTS

### Presence of full-length APE1, N-terminal truncated APE1 isoforms and elevated levels of AcAPE1 in tumor samples

We compared APE1 levels in non-small cell lung carcinoma (NSCLC) tissue samples to the adjacent non-tumor tissue from patients. Western blot analysis using anti-APE1 antibodies (Ab) revealed increased levels of APE1 in the tumor tissue compared to adjacent non-tumor tissue (Figures 1A & 1B). Notably, the predominant APE1 band observed in all non-tumor tissue had faster mobility compared to the 37 kD band corresponding to APE1 present in cultured lung adenocarcinoma A549 cells and full-length (FL) recombinant (Rec.) APE1 (Figures 1A&1C). By contrast, all tumor tissue demonstrated a prominent FL APE1 and the faster-migrating APE1 bands (Figures 1A & 1B). In contrast, NEIL1, another DNA BER enzyme, was present as a single band in both tumor and adjacent normal tissues from NSCLC patients (Figure S1). As expected, we observed a significant increase in PCNA level, a marker for cell proliferation in tumor extracts compared to non-tumor (Figure 1D). The two APE1 isoforms and their differential abundance patterns were also observed in tumor versus adjacent non-tumor tissue in colon and pancreatic cancer patients (Figure 1E & 1F). Together, these data suggest the presence of two isoforms of APE1 in a variety of cancer types.

**Figure 1:**
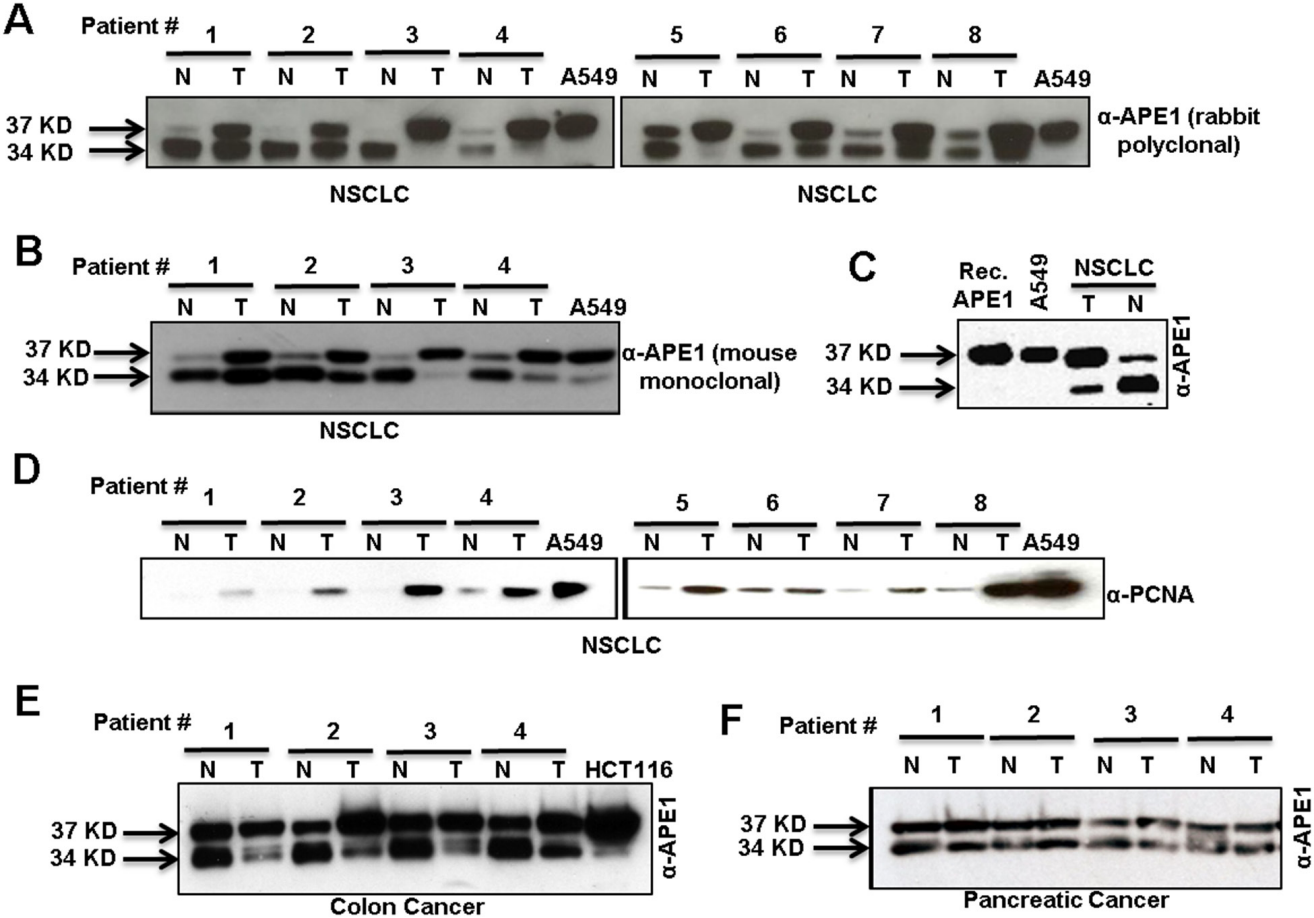
Two isoforms of APE1 in tumor and adjacent non-tumor tissue samples of diverse origins **A & B.**Western blot analysis of tumor-adjacent non-tumor (N) and tumor (T) tissue lysates from NSCLC cancer patients with (A) rabbit polyclonal α-APE1 Ab or (B) mouse monoclonal α-APE1 Ab. **C.** Western blot analysis of recombinant (Rec.) APE1, A549 cell lysate and tissue lysates from tumor and adjacent-non-tumor regions of the same NSCLC patient using α-APE1 Ab. **D.** Western blot analysis of tumor and non-tumor tissue extracts from NSCLC patients with α-PCNA Ab. **E & F.** Western blot analysis of tumor and adjacent non-tumor tissue extracts of patients with colon (E) and pancreatic (F) cancer with α-APE1 Ab.

Next, we investigated the acetylation status of APE1 in NSCLC tissue utilizing our previously generated AcAPE1-specific Ab [9, 11]. Specifically, this AcAPE1-specific Ab was generated using the N-terminal peptide containing 1-13 amino acids (aa) with acetylated Lys at position 6 [9]. We have previously shown that this Ab is highly specific in recognition of AcAPE1 species acetylated at Lys6 position and does not cross react with 50-fold excess of unmodified APE1 [9]. Furthermore, this antibody recognized ectopic WT APE1 but was unable to detect non-acetylable K6R/K7R APE1 mutant protein [7, 30]. Using AcAPE1 Ab we found that the levels of AcAPE1 in tumor-adjacent non-tumor tissue were below the level of detection. However, AcAPE1 levels were significantly increased in all tumor tissue (Figure 2A). Likewise, we observed a significant increase in AcAPE1 levels in colon and pancreatic cancer tissue relative to non-tumor controls (Figure 2B & 2C). Immunohistochemical analysis confirmed increased nuclear AcAPE1 staining in tumor compared to non-tumor tissue (Figure 2D). The near complete absence of AcAPE1 in NSCLC-adjacent non-tumor tissue (Figure 2A) raises the possibility that APE1 may be truncated at the N-terminus. In fact, we observed that in tumor-adjacent non-tumor tissue extract, APE1 was not detected by the Ab specific to the APE1 N-terminal peptide (residues 1-14), but a significant APE1 band was present in corresponding tumor tissue extracts (Figures 2E & S2). As expected, the faster-migrating band in adjacent-non-tumor tissue was observed when the same immunoblots were probed with an Ab raised against full-length APE1 (Figure 1A). The absence of APE1 splice variants in either tumor or non-tumor tissue as confirmed by RT-PCR (data not shown) eliminates the possibility that alternative RNA splicing produces the N-terminally deleted APE1 isoform. These collective data strongly suggest that both full-length APE1 and its N-terminal truncated isoform are present in tumor and tumor-adjacent non-tumor tissue and that elevated levels of AcAPE1 are also present in tumor tissue compared to adjacent-nontumor tissue.

**Figure 2:**
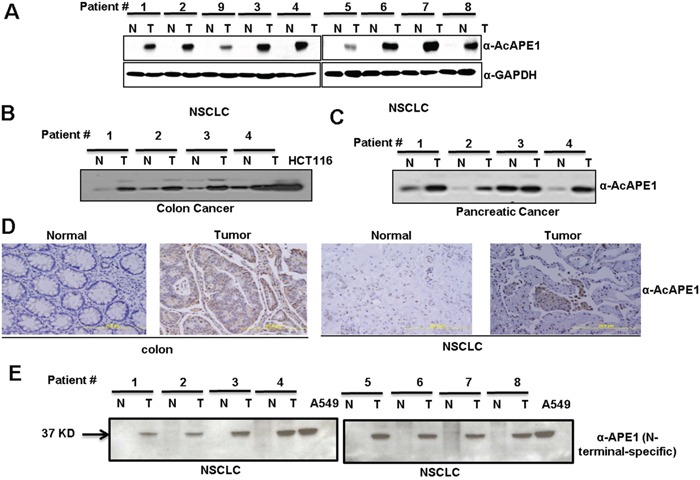
Elevated levels of AcAPE1 in tumor tissue **A.** Western blot analysis of tumor-adjacent non-tumor (N) and tumor (T) tissue lysates from NSCLC cancer patients with α-AcAPE1 Ab. GAPDH was used as a loading control. **B & C.** Western blot analysis of tumor and tumor adjacent-non-tumor tissues of patients with colon (B) and pancreatic (C) cancer with α-AcAPE1 Ab. **D.** Representative immunohistochemical staining of AcAPE1 in paraffin-embedded colon cancer and NSCLC tissue sections. **E.** Western blot analysis of non-tumor (N) and tumor (T) tissue lysates from NSCLC cancer patients used in Figure 1A with an N-terminal-specific Ab of APE1.

### Serine protease(s) cleaves the N-terminus of APE1

To test if a protease cleaves the N-terminal segment of APE1, recombinant APE1 protein was incubated with tumor or tumor-adjacent non-tumor tissue extract. Two truncated forms of APE1 were produced in the absence of protease inhibitors (Figure 3A, left panel), and were identical to the APE1 isoforms observed in the patient tissue samples (Figure 3A, right panel). This data indicates that both tumor and tumor-adjacent non-tumor tissue extracts have proteolytic-processing activity that cleaves recombinant APE1 in vitro in the absence, but not in the presence, of protease inhibitor cocktails (Figure 3A). Moreover, by incubating a constant amount of recombinant APE1 with increasing amounts of non-tumor tissue extracts, the shift from FL to two truncated forms of APE1 occurred in a dose- and time- dependent manner indicating a limited proteolysis of FL APE1 (Figures 3B, 3C & 3D). Extracts isolated from tumor-adjacent tissues of patients with colon, pancreas, ovarian and lung cancer (Figure S3), as well as resected normal tissues from the ovary, endometrium, fallopian tubes and peripheral blood mononuclear (PBMN) cells of healthy persons (Figure 3E), also demonstrated APE1-specific cleavage activity in this *in vitro* assay. Extracts from cultured A549 cells also showed APE1 cleavage activity, albeit to a much lesser extent (Figure 3F). Like APE1, histone H3 has positively charged unstructured N-terminal (1-35 aa) domain. DNA glycosylase NEIL1 has a C-terminal (289-389 aa) unstructured domain [31, 32]. However, the absence of cleavage of either recombinant Histone H3 or NEIL1 (Figure S4) in this in vitro assay indicates that the protease(s) responsible for APE1 cleavage in the tissue extracts does not cleave all proteins that have unstructured N- or C-terminal domain. Using specific inhibitors of various classes of proteases, we identified the APE1-cleaving protease(s) to be serine protease(s) as both reversible serine protease inhibitor AEBSF and irreversible trypsin-like serine protease inhibitor leupeptine completely prevented APE1's proteolysis (Figure 3G). By contrast, cysteine-specific inhibitor E64, or aspartic acid protease inhibitor pepstatin A did not prevent the proteolysis of APE1. Thus, the proteolysis of the N-terminal domain of APE1 is mediated by a trypsin-like serine protease(s).

**Figure 3:**
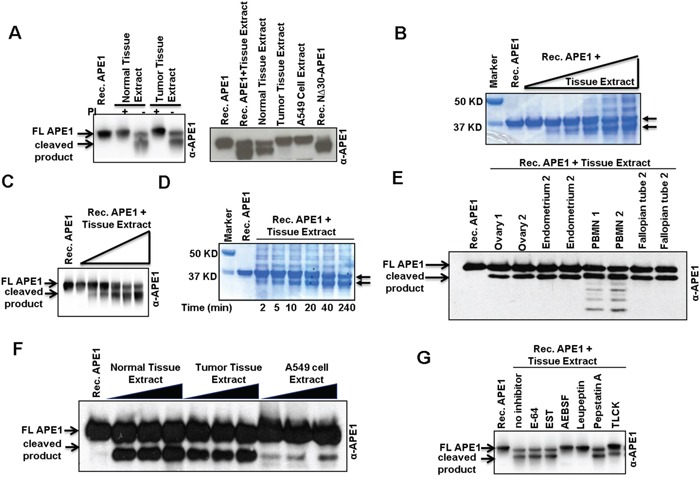
N-terminal limited proteolysis of APE1 by a putative serine protease(s) and its presence in tissue extracts **A.** Western blot analysisof Recombinant (Rec.) APE1 after incubation with NSCLC or tumor-adjacent non-tumor tissue extracts isolated in the presence (+) or absence (−) of protease inhibitors (PI). **B & C.** Rec. APE1 was incubated with increasing amounts of tumor-adjacent non-tumor tissue extract (isolated in the absence of PI) from a NSCLC patient, separated by SDS-PAGE and (B) visualized by Coomassie Blue staining or (C) immunoblotted with α-APE1 Ab. **D.** Time-dependent cleavage of Rec. APE1 with constant amount of the tissue extract. Arrow denotes truncated APE1 isoforms. **E.** Rec. APE1 was incubated with normal tissue extracts from healthy person (isolated in the absence of PI), and then immuno-blotted with α-APE1 Ab. **F.** Cleavage of Rec. APE1 with NSCLC tissue and A549 cell extracts (isolated in the absence of PI). **G.** Effect of different classes of PI on cleavage activity of normal tissue extracts on Rec. APE1. FL: full length.

### Putative serine protease(s) cleaves APE1 after Lys6 or Lys7, Lys27 and Lys31 or 32

To determine the nature of the truncated N-terminal forms of APE1, we isolated the two APE1 isoforms generated after proteolysis by SDS-PAGE and transferred them to a nylon membrane for N-terminal sequencing by Edman degradation. Cleavage following residue Lys6 and/or Lys7 generated the higher molecular weight proteolytic product (top band), the lower molecular weight proteolytic product resulted from cleavage of the N-terminal segment following Lys27, Lys31 and/or Lys32 (Figure 4A). Thus the lower molecular weight band corresponds to a mixture of un-resolved APE1 bands cleaved after residues Lys27 and Lys31 or Lys32. Taken together these data indicate that a currently unknown protease(s) cleaves APE1 in between Lys6 and 7 or after Lys7 and also after Lys27 and Lys31 or 32; thus generating primarily two N-terminally truncated isoforms of APE1 (NΔ7 and NΔ27 or NΔ32; Figures 3C & 3D). Incubation of immunoprecipitated FLAG-tagged WT APE1 but not an N-terminal 33 aa deletion mutant (NΔ33), generated truncated isoforms of APE1 confirming that the primary cleavage sites of the protease(s) are located within N-terminal domain 33 aa residues (Figure 4B). Mutation of all five Lys sites (Lys6/7/27/31/32) to glutamine (K5Q; Figure 4C, left panel), but not to arginine (K5R; Figure 4C, right panel) completely prevented proteolysis of APE1, confirming these Lys residues as proteolytic cleavage sites in APE1.

**Figure 4:**
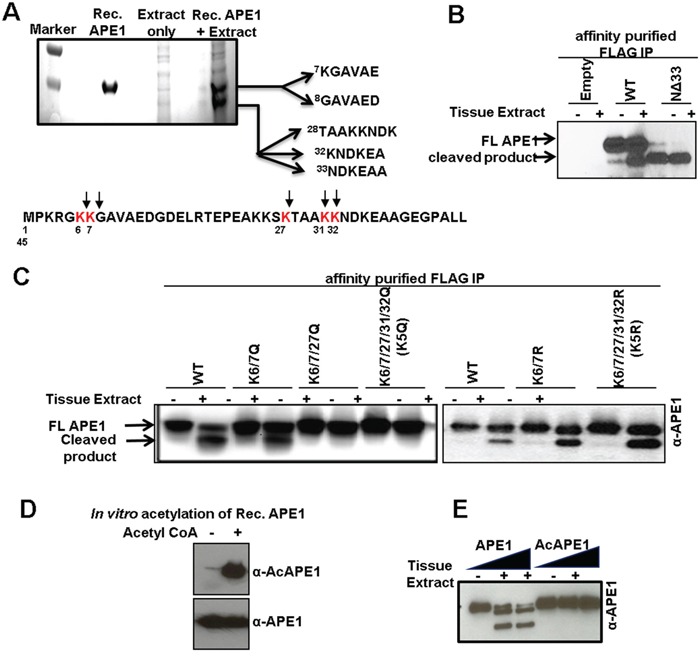
Identification of protease-mediated cleavage sites in APE1 and inhibition of this proteolysis by acetylation **A.** Coomassie Blue-stained SDS-PAGE for N-terminal sequencing shows two cleaved APE1 isoforms; the N-terminal 1-45 aa sequence of APE1 showing cleavage sites (bottom panel). **B.** Western blot analysis of FLAG-immuno-affinity purified FLAG-tagged WT APE1, N-terminal 33 aa deleted (NΔ33) mutant incubated ± tissue extract in the absence of PI. **C.** Western blot analysis of FLAG-immuno-affinity purified FLAG-tagged WT APE1, or site specific mutants incubated ± tissue extract in the absence of PI. **D & E.** Rec. APE1 was *in vitro* acetylated followed by Western blot analysis with α-AcAPE1, α-APE1 Abs (D) to confirm acetylation, and (E) incubated with normal tissue extract followed by Western blot analysis.

### Acetylation of Lys residues in N-terminal domain of APE1 prevents proteolytic-cleavage in tumor tissue

Despite the presence of the APE1-specific proteolytic-processing activity in both tumor and adjacent-non-tumor tissue extracts, we observed significant levels of FL APE1 in tumor tissue. This raises the question of what specifically protects APE1 molecules from N-terminal cleavage in tumor cells. One or multiple mechanisms may be involved in regulation of limited proteolysis of APE1. Previously, we discovered that the N-terminal Lys6/7/27/31/32 residues of APE1 can be reversibly acetylated in cells [18, 19]. Because these residues are also susceptible to cleavage by APE1-specific serine protease(s) (Figure 4A) we postulated that acetylation of these residues may prevent proteolytic cleavage of APE1 in tumor tissue. Consistent with this hypothesis, we found that the protease(s) present in tissue extracts were unable to cleave recombinant acetylated APE1 (Figure 4D and 4E). Thus it is possible that acetylation of the N-terminal Lys residues protects APE1 from limited proteolysis and the increased acetylation level of APE1 in tumor tissues is one of the mechanism by which tumor cells prevent N-terminal proteolysis of APE1.

### AcAPE1 level changes during cell cycle and AcAPE1 is exclusively present in the nucleus

The fundamental difference between terminally differentiated cells and cancer cells is that the later cells are continuously proliferating and/or progression of the cell cycle. To examine whether the levels of AcAPE1 changes with the cell cycle, we first determined the doubling time of hTERT-transformed normal diploid BJ fibroblasts cells (Figure S5). To assess AcAPE1 level in hTERT-BJ cells we utilized synchronization to G_0_/G1 via serum starvation for 72 hrs, followed by releasing the cells by serum supplementation. We observed that AcAPE1 levels increased as cells progressed from the G1 to S phase and remained elevated throughout mitosis (Figure 5A). The total level of APE1 remained unchanged. We investigated the sub-cellular localization of AcAPE1 using the AcAPE1 Ab. Confocal microscopy data indicated that AcAPE1 staining was strictly nuclear, whereas APE1 was observed both in nucleus and cytoplasm in primary lung fibroblasts IMR-90 cells and hTERT-BJ fibroblast (Figure 5B). Furthermore, exclusive localization of AcAPE1 in the nucleus was also observed in lung adenocarcinoma A549 and colon cancer HCT116 cells (Figure 5B).

**Figure 5:**
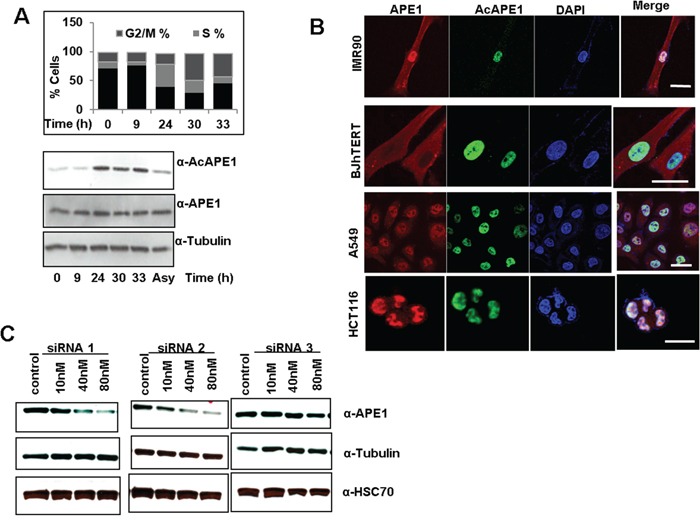
Cell-cycle-dependent APE1 acetylation and sub-cellular localization of AcAPE1 **A.** Single parameter propidium iodide-staining based cell cycle/FACS analysis (upper panel) and Western blot analysis (bottom panel) of extracts isolated at indicated time points from serum-starved (72 hrs) BJ-hTERT cells followed by serum supplementation. **B.** Confocal microscopy images of primary lung fibroblast IMR-90, hTERT-transformed diploid BJ cells, lung adenocarcinoma A549 and colon cancer HCT116 cells fixed with paraformaldehyde and immunostained using α-APE1, α-AcAPE1 Abs and counter stained using DAPI. **C.** Western blot analysis of APE1 protein levels from A549 cells at 72 hrs after transfection with various doses of three independent APE1-specific siRNAs or control siRNA. Western analysis of cell extracts with α-tubulin (middle) and HSC70 (bottom) Abs.

### Modulation of endogenous APE1 or its acetylation level alters the gene expression profile

We showed previously that acetylation of APE1 regulates its transcriptional regulatory functions and modulates expression of multiple genes [7, 9, 11, 30]. Given its elevated levels in various tumors, we hypothesized that APE1 and its acetylation regulate expression of diverse sets of gene and promotes cell proliferation. To explore this possibility, we first examined the effect of various doses of three different APE1-sepcific siRNA oligonucleotides on downregulation of endogenous APE1 level in A549 cells. Figure 5C shows that while APE1-specific siRNA1 and siRNA2 were highly effective in decreasing the APE1 protein level in a dose-dependent manner, siRNA3 had not much effect. Furthermore, consistent with previous reports by us and others [9, 27, 33], we observed a significant (>80%) reduction in the APE1 protein level at a 80 nM dose of siRNA, without having any off-target effects as evidenced by the absence of changes in the α-tubulin and HSC70 protein levels (Figure 5C). 

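A549 is a human lung adenocarcinoma cell line. RNA from 4 groups of A549 cells, each with 3 independent biological replicates, was hybridized to 12 arrays, 1 per replicate. The cells were transfected with control siRNA or with APE1-siRNA2 at 80 nM, and each kind of transfection was left untreated or given TSA, a drug that blocks histone deacetylases, at 100 ng/ml for 4 hrs. All APE1 siRNA arrays used this same siRNA, so its effects on other transcripts cannot be told apart from effects of APE1 loss. The paper measured some genes by RT-PCR with a different siRNA as well. The paper gives the harvest as 72 hrs after transfection and the sample labels give 48 hrs. The authors processed the scanned arrays in affy with RMA background correction and quantile normalization, which gives a log2 value per probe set and array. The 62 Affymetrix control probe sets were left out of the tests, and the other 54613 were fitted by limma over the 12 arrays with 1 mean per group. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.25 in either direction. Of the probe sets, 41091 are paired with 1 gene symbol, and each of their 19775 genes was read at its probe set with the highest mean signal. The number of arrays limits the precision of all values.
APEX1, the gene that encodes APE1, had log2 values of 12.20, 12.24 and 12.14 on the control siRNA arrays and of 10.05, 8.43 and 10.18 on the APE1 siRNA arrays. With TSA it had 11.85, 11.78 and 11.77 after control siRNA and 9.53, 9.53 and 9.55 after APE1 siRNA. Replicates of a group correlated across probe sets with r between 0.995 and 0.998, apart from APE1 siRNA replicate 2 without TSA, whose r with the other A549 arrays was 0.876 to 0.896. On that array 8186 probe sets (15.0%) lay over 1 log2 from the mean of replicates 1 and 3, of which 5426 were lower and 2760 higher, while replicates 1 and 3 were over 1 log2 apart at 0 probe sets. Of the 42 probe sets for bacterial and phage transcripts that are spiked into each sample, 11 were also over 1 log2 away on that array, with a largest fall of -5.99, and replicates 1 and 3 differed by at most 0.42 there. The authors kept the array and it was kept here. Counts without it are given too, and the choice to leave it out of the comparisons in which it is not a member was made after seeing the data. Its values had an SD of 1.66 across probe sets, against 2.07 and 2.09 on replicates 1 and 3. The further quantile normalization of the A549 arrays used below as an alternative included this array and was not run without it. Calls lost after that step can therefore come from this array.

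**Figure D1:**
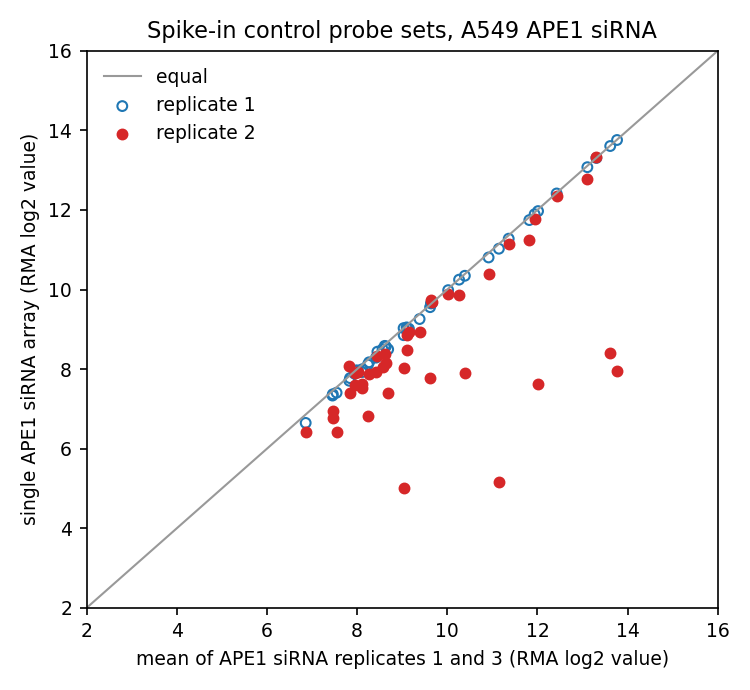
RMA log2 values of the spike-in control probe sets on the A549 arrays of APE1 siRNA replicate 1 (open circles) and replicate 2 (filled circles), against the mean of replicates 1 and 3, with a line where both are equal. Replicate 1 lies along the line, and 11 of the 42 probe sets of replicate 2 lie over 1 log2 from it.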

Using Affymetrix HGU133 Plus 2.0 array, we compared the gene expression profile of A549 control cells to APE1-depleted A549 cells as well as A549 cells in which the AcAPE1 levels were further increased by treatment with the histone deacetylase inhibitor, trichostatin A (TSA; Figure 6A & S6). 

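After APE1 siRNA in A549 cells 366 genes rose and 611 fell, of which 33 and 79 changed over 2-fold. APEX1 averaged 9.55 ± 0.97 (SD, n = 3) on the log2 scale after APE1 siRNA and 12.19 ± 0.05 (SD, n = 3) after control siRNA, and its log2 fold change was -2.64 (SE 0.36, adjusted p = 0.00222). The largest falls after APEX1 were in CBR1, a carbonyl reductase, at -2.40 (SE 0.10, adjusted p = 3.45e-06), in HDGFL3, which the paper calls HDGFRP3, at -2.04 (SE 0.14, adjusted p = 3.12e-05), and in IDH1, the cytosolic isocitrate dehydrogenase, at -1.90 (SE 0.07, adjusted p = 3.17e-06). MANEAL fell by 1.88, RBCK1, a subunit of the linear ubiquitin ligase, by 1.83, GET3 by 1.72, SMAD5, a signal transducer of bone morphogenetic proteins, by 1.67, YIPF6 by 1.66 and DDAH1 by 1.61 on the log2 scale. The largest rises were in DCLK1, a microtubule-associated kinase, at 1.58 (SE 0.14, adjusted p = 0.000155), in UQCC6 at 1.49 (SE 0.05, adjusted p = 2.07e-06) and in RP2 at 1.36. ABCG1, an exporter of cholesterol, rose by 1.35, NUP58 by 1.31, EIF5A2 by 1.31, CLDN12 by 1.30, PTK2, the focal adhesion kinase, by 1.29, ANKRD46 by 1.27 and AOX1, an aldehyde oxidase, by 1.26. All of these values average over the array of APE1 siRNA replicate 2, so their sizes and ranks can depend on that array.
FOSL1, a member of the AP-1 transcription factor, fell by 0.72 (SE 0.11, adjusted p = 0.00365). Of 29 genes of the AP-1 and MAPK response, FOSL1, EGR1, FOS and DUSP5 fell and 0 rose (5 and 0 when adjusted over the list alone), with changes of -1.42 in EGR1, -0.86 in FOS and -0.73 in DUSP5. The list as a whole did not pass limma's camera test, which compares a list with all other genes (adjusted p = 0.146), and its members went both ways in other settings: 4 were higher and 7 lower without the array of APE1 siRNA replicate 2, and 1 higher and 1 lower after a further quantile normalization. Of 29 genes of the ATF4 and amino acid response, the amino acid transporter subunit SLC3A2 (-0.78 (SE 0.11, adjusted p = 0.00217)) and the tryptophan tRNA synthetase WARS1 (-0.44) fell, 27 were not called and 0 rose (4 lower and 0 higher when adjusted over the list alone, camera adjusted p = 0.0014). Of 22 genes of base excision repair, the pathway in which APE1 cuts abasic sites, APEX1, itself the target of the siRNA, and the thymine DNA glycosylase gene TDG (-0.47) fell and 0 rose (2 and 0 when adjusted over the list alone, camera adjusted p = 0.00313 with APEX1 in the list). With an estimated correlation between genes, both of these lists had an adjusted p = 0.915. Without the array of APE1 siRNA replicate 2 the camera test gave an adjusted p = 0.124 for the ATF4 list, with 2 members higher and 4 lower, and 0.129 for the repair list, and after the quantile normalization it gave 0.356 and 0.577, with 1 repair gene lower.
Of 21 NF-kB targets, CXCL8 (0.70) and IL1A (0.48) rose and CXCL2 (-0.53), NFKB2 (-0.49) and 1 further member fell, and of 24 genes of the extracellular matrix and mesenchymal list THBS1 (-0.89), TAGLN (-0.86) and CCN2 (-0.47) fell. Of 23 NRF2 targets AKR1C1 (0.33) and AKR1C3 (0.53), reductases of ketosteroids, rose and CBR1 fell, and of 15 genes of cholesterol synthesis HMGCS1 (0.56) and STARD4 (0.46) rose and EBP (-1.04) fell. None of these 4 lists passed the camera test, with an adjusted p of 0.146, 0.184, 0.644 and 0.765. Leaving out the array of APE1 siRNA replicate 2 gave 3 NF-kB targets higher and 5 lower, 2 matrix genes higher and 5 lower, and 5 NRF2 targets higher and 1 lower, and the quantile normalization gave 2 NF-kB targets higher and 1 lower, and 0 matrix genes called by limma. Of 17 genes of ER chaperones and the unfolded protein response 0 were called by limma (2 at an unadjusted p under 0.05, camera adjusted p = 0.0691), and 1 was higher without that array. The 6 lists of markers of other cell types (leukocyte, fibroblast, endothelial, airway basal, ciliated and alveolar type 2 cells) had 0 members called by limma, and 0 at an unadjusted p under 0.05. The log2 difference between 3' and 5' control probe sets is a measure of RNA quality. For ACTB it averaged 2.36 (0.43 to 6.08) after APE1 siRNA and 0.23 after control siRNA. For GAPDH it averaged 1.08 (0.57 to 2.06) after APE1 siRNA and 0.09 after control siRNA. GAPDH itself fell after APE1 siRNA at all 3 of its probe sets (-1.70 to -1.40), so its difference cannot be read as RNA quality alone. The exact permutation p was 0.1 for ACTB and for GAPDH, the smallest that 3 arrays against 3 allow. For both genes a single array lay far above the others after APE1 siRNA and raised the mean. Each of the 977 genes called had all 3 arrays of a group beyond the 3 of the other. Chance gives this at 10% of genes, but the call itself selects such genes, so it is no independent support. Without the array of APE1 siRNA replicate 2, 961 genes were higher and 860 lower. The count was 285 when only the 6 arrays compared were fitted, and 541 (304 higher and 237 lower) after a further quantile normalization of the A549 arrays.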

Bioconductor/R Limma-based data analysis identified modulation of 743 unique genes in APE1-depleted cells compared to control (fold change ≥ 1.25; list of genes in Supplementary Table 1). 

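Among TSA-treated cells, 377 genes rose and 667 fell after APE1 siRNA, of which 31 and 92 changed over 2-fold. The largest falls were in HDGFL3 at -2.81 (SE 0.14, adjusted p = 3.86e-06), CBR1 at -2.36 (SE 0.10, adjusted p = 1.69e-06), APEX1 at -2.26 (SE 0.36, adjusted p = 0.00482) and TFPI, an inhibitor of the tissue factor pathway of coagulation, at -2.20 (SE 0.08, adjusted p = 7.57e-07). APEX1 averaged 9.54 ± 0.01 (SD, n = 3) after APE1 siRNA with TSA and 11.80 ± 0.05 (SD, n = 3) after control siRNA with TSA. RBCK1 fell by 2.09, the glycolytic enzyme gene GAPDH by 1.94, ELOVL6, a fatty acid elongase, by 1.92, MANEAL by 1.90, VDAC1, a channel of the outer mitochondrial membrane, by 1.85, and the chemokine gene CXCL2 by 1.79. The largest rises were in DCP2, the mRNA decapping enzyme, at 1.73 (SE 0.26, adjusted p = 0.00357), NUP58 at 1.65 and SLC16A7, a monocarboxylate transporter, at 1.62 (SE 0.14, adjusted p = 0.00012). EIF5A2 rose by 1.61, UQCC6 by 1.60, RP2 by 1.49, NIPA1 by 1.47, IL1RAP, a subunit of the interleukin-1 receptor, by 1.45, AQP3, a water and glycerol channel, by 1.43, and HMGA2, an architectural chromatin protein, by 1.42.
Of 21 NF-kB targets 4 fell and 0 rose (7 and 0 when adjusted over the list alone, camera adjusted p = 0.000159): CXCL2, the cytokine gene LIF (-0.89 (SE 0.07, adjusted p = 8.31e-05)), the NF-kB inhibitor TNFAIP3 (-0.48 (SE 0.08, adjusted p = 0.00688)) and CCL20 (-0.33). That list had an adjusted p = 0.905 with an estimated correlation. Without the array of APE1 siRNA replicate 2 the list had 8 members lower (camera adjusted p = 5.42e-05, and adjusted p = 0.0825 with an estimated correlation). Of 29 genes of the AP-1 and MAPK response 7 fell, 1 rose and 21 were not called (7 and 1 when adjusted over the list alone), with EGR3 at -1.27 (SE 0.13, adjusted p = 0.000336), the MAPK phosphatase gene DUSP4 at -0.88 (SE 0.08, adjusted p = 0.000202), PHLDA1 at -0.75 (SE 0.06, adjusted p = 7.47e-05) and DUSP5 at -0.68, and the list did not pass the camera test (adjusted p = 0.0629); without that array 3 were higher and 9 lower. FOSL1, also on that list, fell by 0.64 (SE 0.11, adjusted p = 0.00623). After the further quantile normalization, 2 NF-kB targets were lower (camera adjusted p = 0.00109), and 1 AP-1 gene was higher and 2 were lower. The 3' minus 5' difference of the control probe sets was 0.62 for GAPDH and 0.97 for ACTB after APE1 siRNA with TSA, and 0.08 and 0.73 after control siRNA with TSA (exact permutation p = 0.1 for each). As GAPDH itself fell, its difference cannot be read as RNA quality alone. All 1044 genes called had separate groups. The array of APE1 siRNA replicate 2 is not among the arrays compared but enters the spread of the fit: without it 829 genes were higher and 1269 lower, and 2014 were called when only the 6 arrays compared were fitted. After the further quantile normalization 506 were called.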

Further analysis of TSA-treated control versus TSA-treated APE1-depletion identified up- or down-regulation of 732 unique genes (fold change ≥ 1.25; genes list in Supplementary Table 2). 

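Of the genes that APE1 siRNA changed without TSA and with TSA, 200 rose in both comparisons, where 6.98 are expected by chance, and 386 fell in both, where 20.6 are expected (Fisher's exact test over 19775 genes, p = 2.33e-265 for those that rose). The genes shared make up 60.0% of those called without TSA and 56.1% of those called with TSA, and 4 genes were called in opposite directions, where 24.0 are expected. The expected numbers and the test take every gene as equally likely to be called. Both comparisons share the spread of a gene in the fit and the same siRNA, so part of the excess can come from these. A shared spread would also favour calls in opposite directions, which were fewer than expected. Among the shared genes are CBR1, HDGFL3, RBCK1, MANEAL and FOSL1 on the lower side and UQCC6, NUP58, RP2 and EIF5A2 on the higher side. The log2 fold changes correlated across genes at r = 0.406, where genes are not independent replicates, and at 0.671 without the array of APE1 siRNA replicate 2. Without that array, 495 genes rose in both and 622 fell in both. The overlap was 247 genes with only the groups compared in each fit, 263 after a further quantile normalization and 384 with the mean of a gene's probe sets, against 586 here.
The difference between both effects was tested as an interaction of APE1 siRNA with TSA, and 24 genes passed, 20 of them with a lower value of the siRNA effect under TSA. Spiked controls differed between arrays with and without TSA, with a median of -1.53 for bioB after control siRNA. A difference in siRNA effect can therefore come from array processing as well as from TSA. The 24 calls depend on the settings: after a further quantile normalization 4 genes passed, of which 1 is among the 24, and 7 passed with arrays centred on the median, 5 with the replicate number as a block, 5 with trend and robust eBayes, 9 with the mean of a gene's probe sets and 139 with all 21 arrays in a single fit. The quantile normalization included the array of APE1 siRNA replicate 2 and was not run without it. TFPI changed by -0.89 without TSA and -2.20 with TSA (interaction -1.31 (SE 0.11, adjusted p = 0.0045)). CXCL2 changed by -0.53 and -1.79 (interaction -1.25 (SE 0.09, adjusted p = 0.0045)), LIF by 0.19 and -0.89 (interaction -1.09 (SE 0.10, adjusted p = 0.00776)), and IFI16, a sensor of DNA, by 0.63 and -0.43 (interaction -1.06 (SE 0.10, adjusted p = 0.00634)). CXCL8 changed by 0.70 without TSA and 0.02 with TSA. The interaction was also negative for AMIGO2 (-1.19), RUNX2 (-1.16), the phosphodiesterase gene PDE4B (-1.11) and IFIT3 (-1.10). The 4 genes with a positive interaction were SHISA2 (-1.55 without TSA and -0.50 with TSA), SYT11 (-0.60 and 0.15), the replication licensing factor gene CDC6 (0.04 and 0.73) and the cyclin E gene CCNE2 (-0.30 and 0.37). Of 21 NF-kB targets 3 had a negative interaction and 0 a positive (4 and 0 when adjusted over the list alone, camera adjusted p = 0.0039, and adjusted p = 0.92 with an estimated correlation). That list had 6 members with a negative interaction without the array of APE1 siRNA replicate 2 (camera adjusted p = 3.82e-06, and adjusted p = 0.0427 with an estimated correlation), and 0 called by limma after the quantile normalization (camera adjusted p = 0.0688). Without the array of APE1 siRNA replicate 2, 80 genes had a positive interaction and 277 a negative, all 24 among them, while the count was 5 to 8 without any other single array of the 12.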

A representative Heat Map (Figure 6A) revealed the set of genes, affected either by modulating endogenous APE1 level (control vs. APE1-siRNA2) or its acetylation (TSA-treated control vs. TSA-treated APE1 siRNA), that are likely to be specifically regulated by acetylation of APE1. Using Real Time RT-PCR analysis we validated the expression of some of these genes involved in cell proliferation: *SFN, RAC1, CCNA2, H2AFY, CDK2, HDGFRP3* in control vs. APE1- knockdown (K/D) A549 cells with both APE1-siRNA1 as well as APE1-siRNA2 (Figure 6C). The similar expression patterns of these genes after downregulation of APE1 level by two independent APE1-specifc siRNA confirms that these genes are regulated by APE1 (Figure 6C). Ingenuity Systems based pathway analysis showed a significant proportion of genes involved in cell survival and proliferation pathways are deregulated by elevated AcAPE1 in A549 cells (Figure S7) with a strong linkage to cancer (Figure S8).

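CDK2, the kinase of the G1 to S transition, fell after APE1 siRNA in A549 cells, with a log2 fold change of -1.05 (SE 0.11, adjusted p = 0.000445) without TSA and -0.78 (SE 0.11, adjusted p = 0.00235) with TSA. CCNA2, which encodes cyclin A2, changed by -0.71 (SE 0.11, adjusted p = 0.00387) and -0.48 (SE 0.11, adjusted p = 0.028). Of 31 mitosis genes 5 fell without TSA and 0 rose (6 and 0 when adjusted over the list alone, camera adjusted p = 0.000591): CCNA2, the topoisomerase gene TOP2A (-0.53 (SE 0.06, adjusted p = 0.000515)), CDC20 (-0.52) and UBE2C (-0.45), which act in the anaphase-promoting pathway, and 1 further member. The mitosis list had an adjusted p = 0.915 with an estimated correlation. Its camera test without the array of APE1 siRNA replicate 2 gave an adjusted p = 0.0926 with 6 members lower, and after the further quantile normalization 0 members were called by limma (camera adjusted p = 0.44).
Of the same 31 genes, TOP2A (-0.72 (SE 0.06, adjusted p = 6.18e-05)) and CCNA2 fell with TSA and the spindle checkpoint kinase gene BUB1 (0.59 (SE 0.05, adjusted p = 0.000161)) rose (camera adjusted p = 0.524), with 2 higher and 3 lower without the array of APE1 siRNA replicate 2, and after the further quantile normalization 0 were called by limma. Of 32 DNA replication genes 0 were called without TSA by limma (4 at an unadjusted p under 0.05, camera adjusted p = 0.0181 on the lower side, 0.845 without the array of APE1 siRNA replicate 2, and adjusted p = 0.915 with an estimated correlation). With TSA, CDC6 (0.73 (SE 0.05, adjusted p = 2.3e-05)), the clamp loader gene RFC4 (0.50 (SE 0.06, adjusted p = 0.000789)) and CCNE2 (0.37 (SE 0.06, adjusted p = 0.00514)) rose and 0 replication genes fell (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00634, and adjusted p = 0.957 with an estimated correlation). Without the array of APE1 siRNA replicate 2, 10 replication genes were higher and 2 lower with TSA, and after the quantile normalization 2 were higher (camera adjusted p = 0.0211). For the interaction with TSA, CDC6 and CCNE2 were called and the replication list moved upward (3 higher when adjusted over the list alone, camera adjusted p = 6.52e-09), as did the mitosis list with 0 members called by limma (10 at an unadjusted p under 0.05, 5 when adjusted over the list alone, camera adjusted p = 2.02e-07). With an estimated correlation the adjusted p was 0.92 for both lists in the interaction, and without the array of APE1 siRNA replicate 2 it was 0.0196 for replication and 0.0427 for mitosis, where 3 members of each list were higher. For replication it was 0.93 without TSA and 0.0825 with TSA when that array was left out. After the further quantile normalization the camera test of the interaction gave an adjusted p = 0.000428 for replication and 0.151 for mitosis, with 0 members of either called by limma, and for replication without TSA it gave 0.447. The interactions of both lists, too, compare arrays whose spiked controls differed with TSA, so array processing is not separated from TSA.
Of 22 G1 regulators CDK2 alone was called without TSA (camera adjusted p = 0.0828), and CDK2 and CCNE2 with TSA (camera adjusted p = 0.877), against 1 higher and 3 lower without TSA and 5 higher and 5 lower with TSA when the array of APE1 siRNA replicate 2 was left out. Of 21 p53 targets 1 rose without TSA (camera adjusted p = 0.639), and 5 rose without the array of APE1 siRNA replicate 2 (camera adjusted p = 0.00382, and adjusted p = 0.28 with an estimated correlation), among them MDM2, the ubiquitin ligase of p53, at 0.36 (adjusted p = 0.00645 without that array). With TSA 0 p53 targets were called by limma (4 at an unadjusted p under 0.05, camera adjusted p = 0.207), 1 was higher and 2 lower without that array, and 1 was higher and 1 lower after the quantile normalization. Of 27 apoptosis regulators 0 were called by limma without TSA (10 at an unadjusted p under 0.05, camera adjusted p = 0.184), and 1 rose and 3 fell with TSA (camera adjusted p = 0.606). Without that array 5 of them were higher and 1 lower without TSA, and 2 higher and 6 lower with TSA, and after the quantile normalization it was 2 higher without TSA and 1 higher with TSA, with 0 lower by limma in either. The paper compares APE1 depletion in cells without and with TSA, where TSA raises AcAPE1. Its pathway analysis found a significant proportion of survival and proliferation genes deregulated in A549 cells, which it ascribes to elevated AcAPE1 (Figure S7). It also reports a strong link to cancer (Figure S8). The Ingenuity database behind that analysis was not used here.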

**Figure 6:**
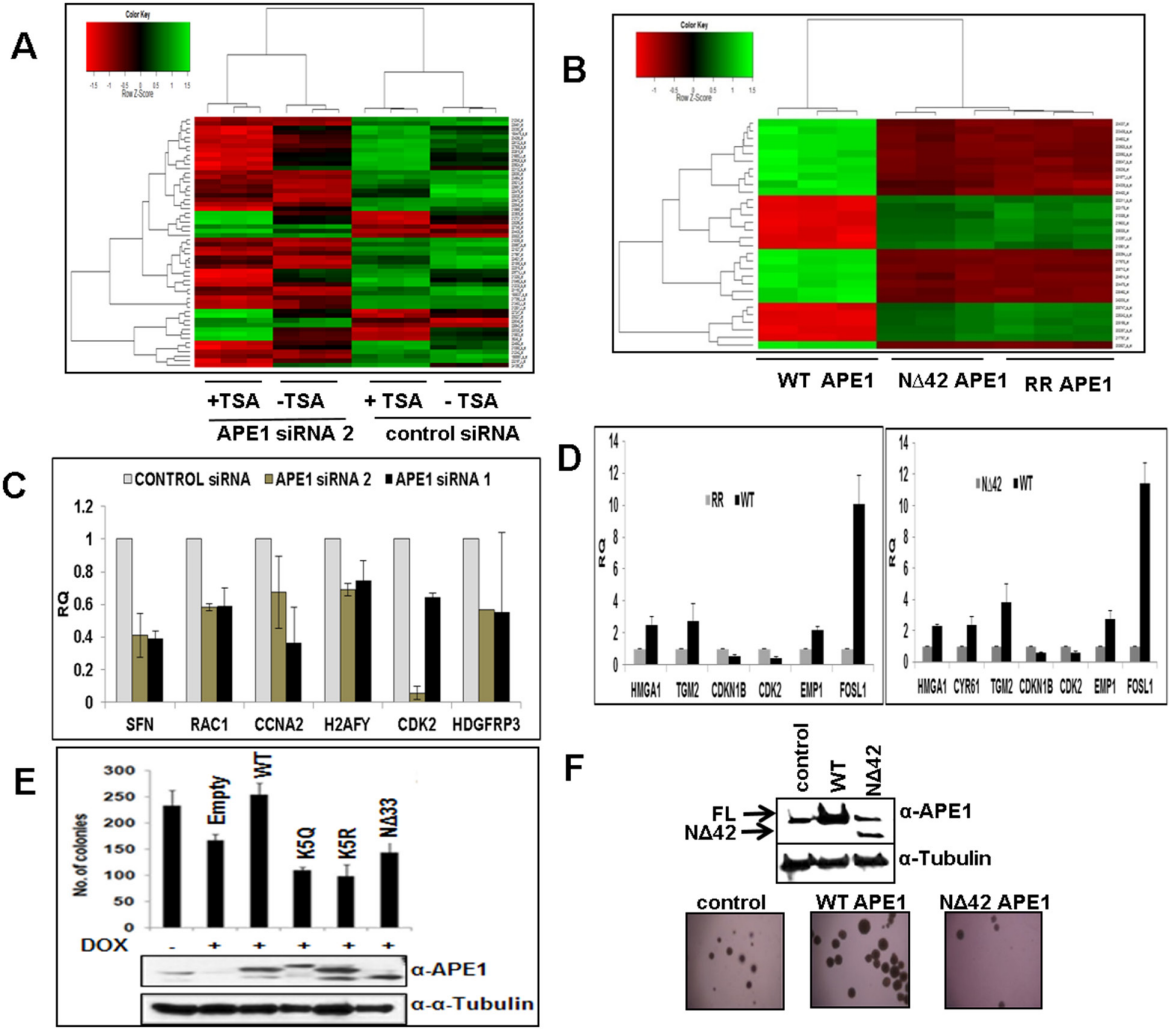
APE1 N-terminal domain or its acetylation regulates expression of multiple genes and essential for sustained cell proliferation **A.** Heat Maps (Bioconductor/R; Limma) generated from micro-array based GeneChip analysis shows differential gene expression profile of control siRNA, APE1-siRNA 2 (80nM), TSA-treated control and TSA-treated APE1 siRNA-transfected A549 cells (p =0.001). Three independent biological replicates of each group are represented. Color intensities correspond to relative signal levels as measures of mRNA expression on a logarithmic scale. **B.** Real Time RT-PCR analysis showing steady-state mRNA level in relative quantitation (RQ) with respect to HPRT1 of randomly selected cell proliferation-related APE1/AcAPE1-regulated genes in control vs. APE1-siRNA1 and APE1-siRNA2 knockdown A549 cells. Error bars denote SD (N=2-3). **C.** Heat Maps (Bioconductor/R; Limma) generated from micro-array based GeneChip analysis shows differential gene expression profile of ectopic WT, NΔ42 and K6R/K7R (RR) mutant APE1-expressing BEAS-2B cells (p = 0.00001). Three independent biological replicates of each group are represented. **D.** Real Time RT-PCR analysis showing steady-state mRNA level in relative quantitation (RQ) with respect to HPRT1 of randomly selected cell proliferation-related APE1/AcAPE1-regulated genes in ectopic WT vs. RR APE1 and WT vs. NΔ42 APE1 expressing BEAS-2B cells. Error bars denote SD (N=2-3) **E.** Endogenous APE1 was downregulated with doxycycline (Dox) treatment in HEK293T cell line stably expressing APE1 siRNA from a doxycycline-inducible promoter HEK293T^APE1siRNA^. Approximately 500 cells were plated on 60-mm dishes and allowed to grow for two weeks until visible colonies appear. The number of viable colonies was counted in cells in which endogenous APE1 was downregulated and in which FLAG-tagged WT APE1 or acetylation defective (mutations of Lys6,7,27,31&32 to non-acetylable arginine (K5R) or glutamine (K5Q) or N-terminal deletion mutants was ectopically expressed(APE1 levels in cell extracts are shown in inset) Error bars denote SD (N=3). **F.** Soft-agar assay for anchorage-independent growth of BEAS-2B cells with stably expressing ectopic WT or N-terminal 42 aa deleted (NΔ42) mutant APE1.

To further confirm that the N-terminal domain of APE1 and its acetylation are involved in modulating gene expression, we examined the effect of ectopic WT, non-acetylable K6R/K7R (RR) or N-terminal 42 aa deleted (NΔ42) APE1 mutants. We used immortalized bronchial epithelial BEAS-2B cells which express low levels of APE1 for ectopically expressing these mutants (levels are shown by Western blot analysis in Figure S9). 

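BEAS-2B is a line of human bronchial epithelial cells immortalized by viral genes. RNA of BEAS-2B cells that ectopically expressed WT, RR or NΔ42 APE1 was hybridized to 9 arrays of the same type, 3 independent biological replicates per group, at 48 hrs after transfection. The values are RMA log2 values made by the authors in the same way, and limma was fitted to these 9 arrays alone with 1 mean per group and the same thresholds. The arrays include no cells with an empty vector, so each mutant is compared with cells that express ectopic WT APE1. The methods of the paper place NΔ42 in a pcDNA3 vector and FLAG-tagged RR in a different plasmid, with a WT construct in each, while the sample labels name pcDNA3 for all, so which WT construct is the reference is not settled. Replicates of a group correlated with r between 0.994 and 0.999. APEX1 had log2 values of 10.85, 11.03 and 10.09 on the WT arrays, 10.61, 10.67 and 10.68 on the RR arrays and 10.39, 10.57 and 10.50 on the NΔ42 arrays. Its log2 fold change against WT was 0.00 in RR (SE 0.19, adjusted p = 0.998) and -0.17 in NΔ42 (adjusted p = 0.612). Whether the APEX1 probe set detects the ectopic transcripts is not given in the sources used here.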

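In cells with RR APE1, in which Lys6 and Lys7 are replaced by arginine, 2791 genes rose and 2346 fell against WT, of which 149 and 154 changed over 2-fold. In cells with NΔ42 APE1, 2034 rose and 1484 fell, of which 115 and 145 changed over 2-fold. The largest fall was in MMP1, an interstitial collagenase, at -4.78 (SE 0.11, adjusted p = 1.96e-08) in RR and -4.77 (SE 0.11, adjusted p = 1.66e-08) in NΔ42. ASNS, the asparagine synthetase, fell by 3.46 (SE 0.09, adjusted p = 3.61e-08) in RR and by 3.33 (adjusted p = 5.21e-08) in NΔ42. ESM1, an endothelial proteoglycan, changed by -3.14 in RR and -3.19 in NΔ42, SLC7A11, the cystine transporter, by -2.97 in RR and -2.99 in NΔ42, and PSAT1, an enzyme of serine synthesis, by -2.94 in RR and -2.99 in NΔ42. ADAMTS6 changed by -2.64 in RR and -2.67 in NΔ42 and RGS4, a regulator of G protein signalling, by -2.49 in RR and -2.37 in NΔ42. The transcription factor gene KLF4 fell by 2.33 in RR, and TRIB3, a pseudokinase of the stress response, by 2.20 in NΔ42. The largest rises were in PDZK1IP1 at 2.34 (SE 0.07, adjusted p = 8.03e-08) in RR and 2.23 (SE 0.07, adjusted p = 1.19e-07) in NΔ42 and in GBP2, an interferon-inducible GTPase, at 2.25 in RR and 2.13 in NΔ42. C1S changed by 2.14 in RR and 1.91 in NΔ42, C1R by 2.00 in RR and 1.93 in NΔ42, C1RL by 2.16 in RR and 1.99 in NΔ42 and CFB by 2.07 in RR and 1.94 in NΔ42.
Among proliferation-related genes that the paper names, FOSL1 fell by 2.63 (SE 0.09, adjusted p = 2.37e-07) in RR and by 2.44 (adjusted p = 4.28e-07) in NΔ42. HMGA1, an architectural chromatin protein, changed by -1.27 (SE 0.07, adjusted p = 2.32e-06) in RR and -1.23 in NΔ42, and TGM2, a transglutaminase, by -0.84 in RR and -0.79 in NΔ42. EMP1, an epithelial membrane protein, changed by -0.58 in RR and -0.60 in NΔ42. CDKN1B, which encodes the cyclin-dependent kinase inhibitor p27, rose by 0.68 in RR (SE 0.05, adjusted p = 1.83e-05) and 0.67 in NΔ42, and CDK2 by 0.46 and 0.42. CCN1, which the paper calls CYR61, fell by 0.41 in RR and had a value of -0.23 in NΔ42 (adjusted p = 0.0137), under the minimum fold. The reference gene HPRT1 had 0.00 in RR and 0.00 in NΔ42. The 3' minus 5' difference of the GAPDH control probe sets was 0.01 in RR, 0.01 in NΔ42 and 0.10 in WT (exact permutation p = 0.1 for each mutant), and for ACTB it was 0.32, 0.37 and 0.28 (exact permutation p = 0.5 for RR and 0.1 for NΔ42). Of the genes called, 5000 of 5137 in RR and 3510 of 3518 in NΔ42 had separate groups. When each array was centred on its median, 3490 genes were higher and 1702 lower in RR, and with both cell lines in a single fit 2293 genes were called in NΔ42.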

A representative Heat Map (Figure 6B) revealed that many of the same gene were up- or down-regulated in RR and NΔ42 expressing cells relative to the WT control ( list of genes shown in Supplementary Tables 3 and 4), thus confirming the role of APE1 N-terminal region in gene regulation through acetylable Lys residues. A Venn diagram analysis (Figure S10) also showed that a significant proportion of the genes that were up- or down-regulated in the WT versus NΔ42 comparison were similarly differentially expressed in the WT versus RR analyses comparison. 

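Of the genes called against WT, 1903 rose in both mutants, where 287 are expected by chance, and 1294 fell in both, where 176 are expected, while 0 were called in opposite directions by limma. The expected numbers take every gene as equally likely to be called, while both comparisons share the WT arrays and the spread of the fit. The 3197 shared genes are 62.2% of those called in RR and 90.9% of those called in NΔ42, and 1940 genes were called in RR alone and 321 in NΔ42 alone. MMP1, ASNS, SLC7A11, PSAT1 and FOSL1 are among the shared falls and PDZK1IP1, GBP2, C1S and CFB among the shared rises. Over the shared genes the median absolute log2 difference from WT was 0.56 in RR and 0.51 in NΔ42, and that between both mutants was 0.07. In 68.2% of the shared genes RR lay further from WT than NΔ42 did. In the direct comparison of NΔ42 with RR, 0 genes were called by limma (2484 at an unadjusted p under 0.05, where 989 are expected by chance, with 0.0707 as the lowest adjusted p), and 451 without the array of RR replicate 3, of which 343 were higher and 108 lower. With trend and robust eBayes 3 genes were called, and 2 with the mean of a gene's probe sets. The log2 fold changes of both comparisons correlated across genes at r = 0.934, and both use the same WT arrays. In 50 simulations of unchanged groups that share WT arrays, the median r was 0.499, the covariance 0.00323 against 0.0981 observed, and 0 genes were called the same way. Each probe set was simulated on its own, so deviations of the WT arrays that many genes share were not simulated. From the genes that move alike in RR and NΔ42 cells, the paper concludes that the APE1 N-terminal region acts in gene regulation through its acetylable Lys residues.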

We further validated the expression of some of these genes involved in cell proliferation such as *HMGA1, TGM2, CDKN1B, CDK2, EMP1* and *FOSL1* in BEAS-2B cells expressing WT vs. RR (Figure 6D, left panel) or WT vs. NΔ42 APE1 (Figure 6D, right panel). 

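Genes of amino acid supply fell in cells with either mutant: of 29 genes of the ATF4 and amino acid response 24 fell and 1 rose in RR, and 25 fell and 1 rose in NΔ42. ASNS, PSAT1 and SLC7A11 are among them, and so is STC2, a secreted glycoprotein, at -1.76 in RR and -1.81 in NΔ42. Of 29 genes of the AP-1 and MAPK response, which includes targets of growth factor signalling, 21 fell and 2 rose in RR, and 20 fell and 2 rose in NΔ42. They include MMP1 and FOSL1, the cyclin D1 gene CCND1 (-1.46 in RR and -1.69 in NΔ42) and the transcription factor gene ETV5 (-1.52 in RR and -1.27 in NΔ42). Of 29 interferon response genes 19 fell in each mutant, 1 rose in RR and 0 in NΔ42, with -1.86 in RR and -2.00 in NΔ42 for IFI44, -1.82 in RR and -1.79 in NΔ42 for IFIT2, -1.51 in RR and -1.76 in NΔ42 for ISG15 and -1.24 in RR and -1.41 in NΔ42 for HERC5. In the camera test the adjusted p in RR and NΔ42 was 7.97e-14 and 6.29e-20 for the ATF4 list, 3.69e-09 and 4.48e-11 for the AP-1 list and 1.03e-08 and 2.49e-12 for the interferon list. With an estimated correlation these 3 lists had an adjusted p = 0.152 in RR and 0.0694 in NΔ42.
DNA replication genes rose, 22 of 32 in RR and 16 in NΔ42, with 0 lower in either (camera adjusted p = 5.17e-10 and 4.33e-09, and adjusted p = 0.152 and 0.153 with an estimated correlation), and after a further quantile normalization of the BEAS-2B arrays 14 were higher in RR. CDT1, which licenses replication origins, changed by 1.28 in RR and 1.03 in NΔ42, CCNE2 by 0.88 in RR and 0.75 in NΔ42 and the helicase subunit gene MCM6 by 0.81 in RR and 0.73 in NΔ42, while MCM2 rose by 0.69 in RR and E2F1 by 0.64 in NΔ42. Of 31 mitosis genes 4 rose and 3 fell in RR, and 2 rose and 6 fell in NΔ42 (camera adjusted p = 0.762 and 0.92), with -0.49 in RR and -0.63 in NΔ42 for CDC20, -0.45 in RR and -0.46 in NΔ42 for CCNB1, 0.51 in RR and 0.38 in NΔ42 for NUSAP1 and -0.50 for PLK1 in RR. After that quantile normalization, 3 mitosis genes were higher and 6 lower in RR. Of 22 G1 regulators 11 rose in each mutant and 6 fell in RR and 4 in NΔ42 (camera adjusted p = 0.0727 and 0.0595), among the rises the cyclin-dependent kinase inhibitor gene CDKN2B at 0.99 in RR and 0.89 in NΔ42. Of 21 p53 targets 6 rose and 5 fell in RR, and 7 rose and 5 fell in NΔ42 (camera adjusted p = 0.816 and 0.476), with -2.33 in RR and -2.15 in NΔ42 for GDF15, a stress-induced cytokine, -0.86 in RR and -0.82 in NΔ42 for AEN, 0.69 in RR and 0.62 in NΔ42 for CCNG1 and 0.71 in RR and 0.58 in NΔ42 for POLH. Of 27 apoptosis regulators 4 rose and 2 fell in each mutant (camera adjusted p = 0.816 and 0.2), against 3 higher with 4 lower in RR and 3 higher with 5 lower in NΔ42 after that quantile normalization.
Of 15 genes of cholesterol synthesis 7 rose in each mutant, 1 fell in RR and 0 in NΔ42 (camera adjusted p = 0.00467 and 0.00137, and adjusted p = 0.21 and 0.153 with an estimated correlation; 5 higher and 2 lower in RR after the quantile normalization), with 1.08 in RR and 0.95 in NΔ42 for STARD4, 0.99 in RR and 1.01 in NΔ42 for INSIG1 and 0.61 in RR and 0.42 in NΔ42 for SREBF2. Of 24 genes of the extracellular matrix and mesenchymal list 10 rose in each, and 4 fell in RR and 3 in NΔ42 (camera adjusted p = 0.043 and 0.0155, and adjusted p = 0.303 and 0.223 with an estimated correlation). They include MMP2 (1.55 in RR and 1.62 in NΔ42), the collagen gene COL5A1 (1.41 in RR and 1.34 in NΔ42) and the transcription factor gene SNAI2 (-1.51 in RR and -1.43 in NΔ42), and after the quantile normalization the camera adjusted p of this list in RR was 0.142. Of 23 NRF2 targets, which serve antioxidant defence, 10 fell and 1 rose in RR, and 8 fell and 0 rose in NΔ42 (camera adjusted p = 0.051 and 0.00301, adjusted p = 0.0694 in NΔ42 with an estimated correlation, and camera adjusted p = 0.0178 in RR after the quantile normalization), with -0.93 in RR and -1.02 in NΔ42 for SRXN1 and -0.60 in RR and -0.70 in NΔ42 for GCLM. Of 22 genes of base excision repair 7 rose and 1 fell in RR, and 6 rose and 1 fell in NΔ42 (camera adjusted p = 0.135 and 0.2), against 3 higher in RR and 2 in NΔ42 after the quantile normalization, with 0.83 in RR and 0.69 in NΔ42 for XRCC1, 0.44 in RR and 0.33 in NΔ42 for MBD4, 0.41 in RR and 0.33 in NΔ42 for UNG and -0.33 in RR and -0.37 in NΔ42 for POLB. Of 21 NF-kB targets 6 rose and 8 fell in RR, and 3 rose and 9 fell in NΔ42 (camera adjusted p = 0.209 and 0.0509), with -1.42 in RR and -1.58 in NΔ42 for CXCL3, -1.38 in RR and -1.39 in NΔ42 for CXCL8 and -1.24 in RR and -1.46 in NΔ42 for IL6. The camera adjusted p of the NF-kB list in NΔ42 was 0.0464 after the quantile normalization.
Of 13 genes of the HDAC inhibitor response 3 rose and 5 fell in each mutant (camera adjusted p = 0.223 and 0.321), with 1.35 in RR and 1.20 in NΔ42 for CLU, 0.86 in RR and 0.82 in NΔ42 for GSN and -2.33 in RR and -2.14 in NΔ42 for KLF4. Of 19 glycolysis genes 4 rose and 4 fell in RR, and 5 rose and 4 fell in NΔ42 (camera adjusted p = 0.867 and 0.969), with 1.62 in RR for ALDOC and -0.86 in RR and -0.98 in NΔ42 for HK2. Of 17 hypoxia response genes 5 rose and 6 fell in each mutant (camera adjusted p = 0.816 and 0.406). Of 17 genes of ER chaperones and the unfolded protein response, SEL1L (0.36), MANF (0.34) and 1 further member rose in RR, and 0 were called by limma in NΔ42 (10 at an unadjusted p under 0.05, camera adjusted p = 0.135 and 0.2); SEL1L had a value of -0.05 in RR with the mean of its probe sets, and 0 members were called in RR after the quantile normalization. The markers of other cell types that were called are named after their values were seen. Of 8 fibroblast markers COL1A1 (1.06 in RR and 1.16 in NΔ42), COL1A2 (0.43 in RR and 0.48 in NΔ42) and PDGFRB (0.93 in RR and 0.83 in NΔ42) rose in both mutants and DCN fell in RR (-0.35). Of 4 leukocyte markers CD14 rose in both (0.37 in RR and 0.51 in NΔ42) and CD3E fell in RR (-0.35), and of 4 endothelial markers PECAM1 fell in both (-0.69 in RR and -0.35 in NΔ42). FOXJ1 of 4 ciliated cell markers rose in RR (0.51), SFTPC of 5 alveolar type 2 markers fell in RR (-0.37), and 0 of 2 airway basal markers were called by limma (0 at an unadjusted p under 0.05). When adjusted over the list alone the counts were the same, apart from 3 mitosis genes and 4 NF-kB targets higher in NΔ42. limma's fry, which tests whether a list moves on balance in a single direction, gave adjusted p between 4.71e-06 and 0.000179 for the ATF4, AP-1, interferon, DNA replication, cholesterol, extracellular matrix and NRF2 lists in both mutants.

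**Figure D2:**
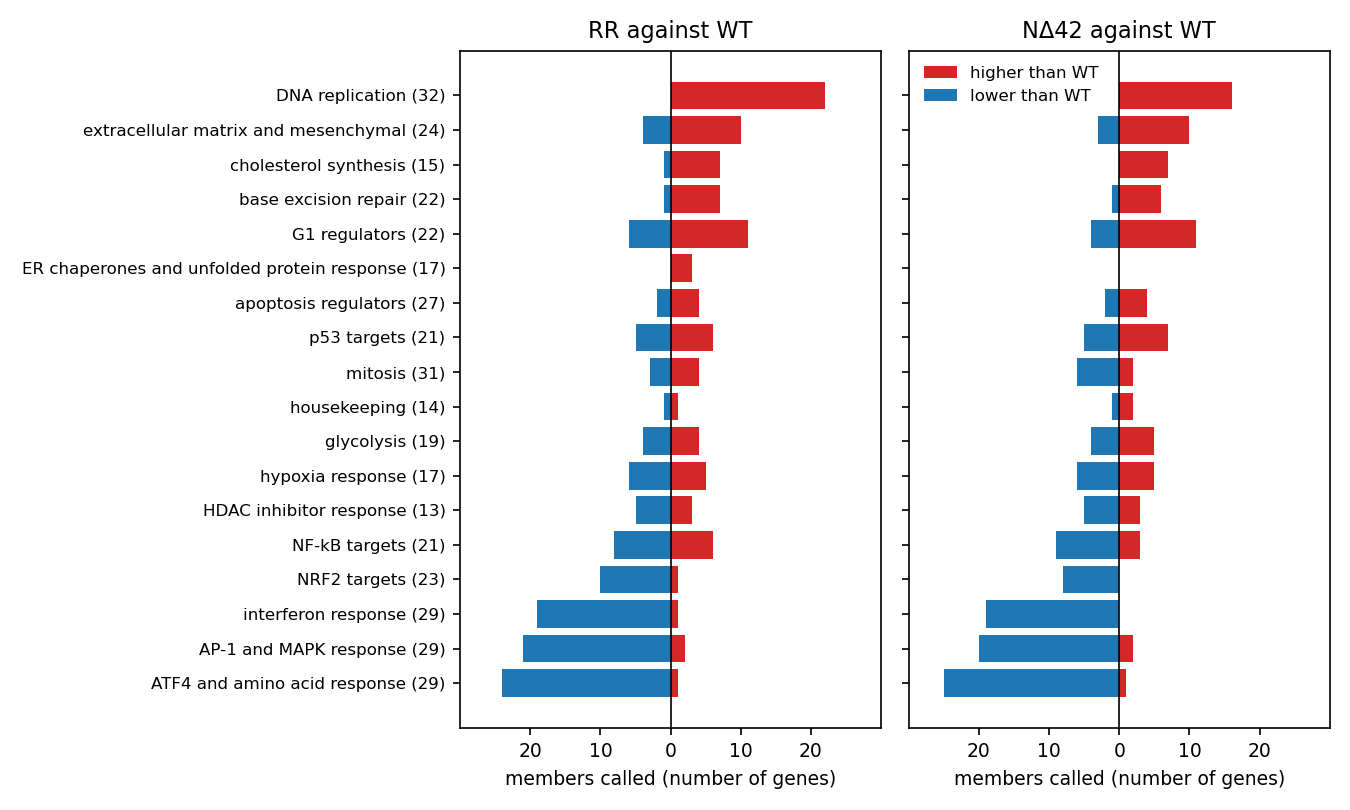
Number of members of each gene list called higher (red, to the right) or lower (blue, to the left) than WT in BEAS-2B cells with RR (left panel) or NΔ42 APE1 (right panel), with the number of genes measured in brackets. The ATF4, AP-1 and interferon lists lie mostly to the left, with 24, 21 and 19 members lower in RR, and DNA replication lies to the right, with 22 members higher in RR.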

Ingenuity Systems based pathway analysis displayed that significant proportion of genes involved in cell growth and survival pathways are affected in the absence of N-terminal domain of APE1 or its acetylation (Figure S11).

### APE1 acetylation is required for cell proliferation

The requirement of APE1 acetylation for regulation of expression of diverse sets of gene in multiple pathways raise the possibility that elevated levels of AcAPE1 in tumor may be essential for sustained proliferation of tumor cells. We sought to determine the requirement of the acetylation of APE1 for cell proliferation. We used our previously generated HEK293T^APE1siRNA^ cells stably expressing APE1 siRNA under an inducible doxycycline promoter. Inducible-downregulation of endogenous APE1 in HEK293T^APE1siRNA^ cells by doxycycline (Dox)-treatment [11], significantly decreased the number of viable cells. This effect could be rescued by ectopically expressing WT APE1 but not with the non-acetylable K5R, K5Q and NΔ33 mutants (Figure 6E). Our data show that acetylation/deacetylation cycles of Lys residues the N-terminal domain of APE1 also play an essential role in cell growth and proliferation because mutation of the five acetylable Lys (Lys 6,7,27,31 &32) residues to either non-acetylable Arginine (K5R) or acetylation mimic K5Q mutant affects the cell growth and proliferation. Furthermore, using a soft agar assay, we found that stable expression of WT APE1, but not the N-terminal deleted APE1 mutant enhances the anchorage-independent growth of BEAS-2B cells (Figure 6F). Together, these data suggest that not only the N-terminal domain but also acetylation/deacetylation of Lys residues in this domain plays an essential role in cell growth and proliferation.

## DISCUSSION

Over the last 20 years, APE1 expression and its subcellular localization has been primarily examined in fixed, paraffin-embedded, tissue-sections from diverse cancer types and matched controls using immunohistochemical techniques [24, 26]. By contrast, in the present study, using immunoblot analysis of cancer tissue lysates we discovered that post-translational regulation of APE1 in tumor tissue is distinct from that observed in fixed tissue section and cultured cells. A consensus exists among several studies that all (tumor and transformed) cell lines contain predominantly full-length APE1 [7, 9, 11, 34, 35]. In contrast, we observed that in tumor and adjacent non-tumor tissue APE1 is proteolytically cleaved at its N-terminus by a currently unknown serine protease(s). Enhanced acetylation of APE1 in tumor cells inhibits this proteolysis and our data show that the acetylation of N-terminal domain of APE1 is involved in modulating the expression of genes involved in sustained cell proliferation and/or survival. Thus, increased APE1 acetylation levels in tumor cells and the resulting inhibition of N-terminal limited proteolysis of APE1 represent a novel mechanism by which cancer cells maintain APE1 functions and thereby sustain expression of genes associated with cell cycle progression and survival.

Our novel findings of limited N-terminal proteolysis of APE1 and the existence of two APE1 isoforms in cancer were unexpected because this phenomenon was not reported previously. The failure to observe these isoforms previously is likely due to the fact that unlike our current study that employed immunoblot analysis, most of the earlier studies utilized immunohistochemical analysis of tissue-sections. Using immunoblot analysis of various cancer tissue samples, we have established the presence both full-length APE1 and its truncated two isoforms in cancer. However, unlike tumor and adjacent non-tumor tissue extracts from cancer patients, all cultured cell lines have predominantly full-length APE1 [7, 34, 35]. This raises the question regarding what signals and/or conditions trigger the APE1 N-terminal proteolysis in tumor and in adjacent non-tumor tissue. We postulate that multiple signals are essential for activation of APE1-proteolysis in tumor and adjacent non-tumor tissue. The tumor microenvironment, which is characterized by acute/chronic hypoxia, low extracellular pH levels, elevated oxidative stress and altered interaction of tumor cells with stromal cells, likely contributes to the activation of the APE1 proteolysis by the protease [36]. In addition, the presence of the truncated isoforms of APE1 in adjacent non-tumor tissues suggests that the surrounding non-malignant tissue is likely to be influenced by the adjacent tumor. It is also now clear that interplays between tumor cells and the microenvironment are complex and exert a profound influence on adjacent-normal tissue [36]. Cleavage of the APE1 N-terminus by a protease under certain conditions is not unprecedented. Indeed, previous studies have shown that the APE1 N-terminal domain (1-33 aa) is cleaved after induction of DNA damage in HL60 cells [37]. Similarly, inhibition of protein synthesis or mitochondrial electron chain transportation was shown to induce the cleavage of N-terminal 33 amino acids of APE1 in HeLa cells [34]. It has also been shown that APE1 is targeted and cleaved at Lys 31 by Granzyme A (GzmA), a highly abundant serine protease found in cytotoxic granules of T-lymphocytes during cytotoxic T-cell-mediated apoptosis [38]. Still, the APE1-specific serine protease described in this study is unlikely to be GzmA given its presence in many tissues. Our data show that serine protease cleaves APE1 at or after multiple Lys residues in the N-terminal domain of APE1 that undergo posttranslational modification by acetylation in cells. However, the protease was unable to cleave the N-terminal domain of APE1 when it is acetylated. We should point out that in addition to these five acetylable Lys residues the N-terminal domain (1-42 aa) of APE 1 contains multiple Lys and arginine residues including Lys 3, Lys 24, Lys 25, Lys 35, Arg 4 and Arg18. However, our in vitro cleavage assay of recombinant APE1 by tissue extracts revealed that the protease cleaves specifically at or after acetylable Lys 6, 7 and Lys27, 31 and 32. Because these Lys residues can be acetylated in cells and APE1 acetylation is enhanced in S-phase, higher levels of AcAPE1 in tumor cells is consistent with the predominant presence of full-length APE1 in tumor tissue compared to adjacent non-tumor tissue. Moreover, earlier studies demonstrated that APE1 acetylation level increased after oxidative and /or genotoxic stress or under inflammatory condition in cells [30, 39]. Thus we propose that alteration of APE1 acetylation level in tumor cells in vivo could be one of the mechanisms by which proteolysis of APE1 is prevented under malignant condition. However, we cannot eliminate the possibility of involvement of other mechanisms including some other posttranslational modifications of APE1 and/or the protease itself in regulation of APE1 cleavage. Our lab is currently working on this issue.

Our study raises one fundamental question about the role of N-terminal domain of APE1 and its acetylation in cells. It is intriguing to note that unlike its *E. coli* counterpart Xth, mammalian APE1 is unique in that it has a disordered N-terminal 42 aa extension and possesses both DNA repair as well as transcription regulatory functions [40]. We showed earlier that all cells irrespective whether they are primary normal or transformed or tumor have AcAPE1 [7, 9]. This suggests that AcAPE1 performs some important functions in cells. Consistent with this idea, previous studies by our group and others have shown that acetylation/deacetylation of the Lys residues of APE1 modulates both its transcriptional regulatory function and DNA repair function via maintaining association and dissociation of APE1 with the partner proteins [9, 19, 41, 42]. Studies by our group and others have shown that the N-terminal 33 aa of APE1 is required for interaction with its many interacting partners proteins [8-11, 35], and APE1 acetylation modulates their interactions [9, 11, 19]. We showed earlier that APE1 acetylation enhances its interaction with YB-1 and could promote chemotherapeutic drug-resistance by modulating expression of the key drug efflux transporter protein MDR1 [9, 11]. Moreover, previous studies have revealed the association of APE1 with RNA Pol II complex and with TFs including p53, YB-1, estrogen receptor and coactivators like p300 on the promoter bound complexes of many genes [8, 11, 43]. Consistent with this, our current study show that deletion of APE1 N-terminal domain or modulation of its acetylation in multiple tumor cell lines affects expression of hundreds of genes essential for cell survival and proliferation. 

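Between the genes changed by APE1 siRNA in A549 cells without TSA and the genes changed in both mutants taken as a single group against WT in BEAS-2B cells, each gene read at its probe set with the highest mean over all 21 arrays, 94 rose in both cell lines, where 42.5 are expected by chance, and 87 fell in both, where 57.1 are expected (Fisher's exact test over 19775 genes, p = 4.76e-14 and 6.99e-05). A further 57 rose in A549 and fell in BEAS-2B, where 34.3 are expected, and 128 fell in A549 and rose in BEAS-2B, where 70.7 are expected (Fisher's exact test, p = 0.000129 and 1.28e-11). In all, 181 genes moved in the same direction, where 99.6 are expected, and 185 in opposite directions, where 105 are expected. The expected numbers take every gene as equally likely to be called, whatever its signal, so the excess over them does not show a shared effect. The log2 fold changes of the cell lines correlated across genes at r = -0.014. The following genes were chosen after their values were seen. FOSL1 changed by -0.72 in A549 and by -2.54 in BEAS-2B, the phosphatase gene DUSP5 by -0.73 and -1.11, SLC3A2 by -0.78 and -0.97, SHISA2 by -1.55 and -1.44, the cholesterol exporter gene ABCG1 by 1.35 and 1.73, and CXADR, the receptor of coxsackievirus and adenovirus, by 1.15 and 1.20. In opposite directions, CDK2 changed by -1.05 in A549 and 0.44 in BEAS-2B, the early response gene EGR1 by -1.42 and 1.08, the growth factor receptor gene IGF1R by -0.78 and 1.15, the collagen receptor gene ITGA2 by 0.93 and -1.56, HMGA2 by 0.74 and -1.36 and EIF5A2 by 1.31 and -0.86. Without the array of A549 APE1 siRNA replicate 2, 355 genes moved in the same direction (227 higher and 128 lower) and 308 in opposite directions. With only the groups compared in each fit 53 genes moved in the same direction, and 101 after a further quantile normalization.

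**Figure D3:**
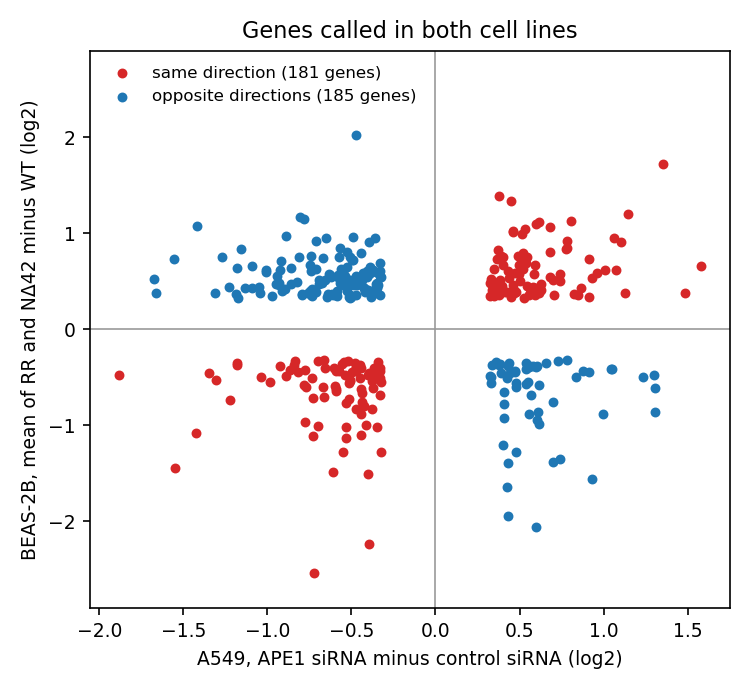
Log2 fold changes of the genes called in both cell lines, with APE1 siRNA minus control siRNA in A549 on the horizontal axis and the mean of RR and NΔ42 minus WT in BEAS-2B on the vertical axis, each point a gene. The 181 genes that moved in the same direction and the 185 that moved in opposite directions lie on every side of the point where both axes are 0.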

Although validation of these results with patients' primary tumor samples is important, however, our gene expression data with A549 as well as immortalized lung epithelial BEAS-2B cell line revealed significant overlap of the genes that are affected after APE1 downregulation or in the absence of N-terminal of APE1 or its acetylation. Moreover, our IPA analysis revealed that the APE1 N-terminal domain and its acetylation regulate expression of genes that are linked to sustained cell proliferation and growth. Thus our data strongly suggest that APE1 and its acetylation play an important role in activation of a subset of proliferation-specific as well as housekeeping genes for maintaining sustained proliferation and survival. 

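Of 14 housekeeping genes measured in A549 cells, GAPDH (-1.58 (SE 0.12, adjusted p = 6.84e-05)) and YWHAZ, an adaptor protein gene of the 14-3-3 family, (-1.12 (SE 0.11, adjusted p = 0.00042)) fell after APE1 siRNA without TSA, 0 rose and 12 were not called (2 and 0 when adjusted over the list alone). Limma's camera test gave an adjusted p = 0.0157 for the list, 0.503 without the array of APE1 siRNA replicate 2, and adjusted p = 0.915 with an estimated correlation. With TSA the same 2 genes fell, YWHAZ by 1.45, and the list did not pass (camera adjusted p = 0.247). HPRT1, the reference gene of the paper's RT-PCR, had -0.26 (adjusted p = 0.637) without TSA and 0.11 (adjusted p = 1) with TSA. In BEAS-2B cells GUSB, a lysosomal glucuronidase, rose (0.95 in RR and 0.83 in NΔ42) and TFRC, the transferrin receptor, fell (-0.90 in RR and -0.96 in NΔ42), and TUBA1A rose by 0.36 in NΔ42. The other 12 of the 14 genes in RR and 11 in NΔ42 were not called (camera adjusted p = 0.867 and 0.995). After a further quantile normalization within each cell line, 1 of the list fell and 0 rose after APE1 siRNA without TSA, and 1 rose in NΔ42.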

Because the N-terminal domain and the acetylable Lys residues of APE1 modulates both its transcriptional regulatory and DNA damage repair functions, it is expected that acetylation/deacetylation cycles of Lys residues the N-terminal domain of APE1 also play an essential role in cell growth and proliferation. Supporting this, we showed earlier that all cultured tumor cell lines have higher AcAPE1 levels compared to non-tumorigenic cell lines [7, 9]. In this study, we discovered an additional role of acetylation of APE1 in tumor cells in regulating the limited N-terminal proteolysis of APE1 under malignant condition. Thus, we propose that under malignant condition in vivo cell-cycle-dependent increased APE1 acetylation in proliferating cancer cells not only inhibits proteolytic cleavage of the N-terminal domain but also facilitates its transcriptional regulatory function to promote cell proliferation and survival [7, 19, 41]. In summary, our study demonstrates that the N-terminal domain of APE1 is cleaved by an unknown serine protease in tumor. Enhanced APE1 acetylation in tumor cells prevents this proteolysis and thereby maintains transcriptional regulatory function of APE1 and promote cell proliferation and survival.

## MATERIALS AND METHODS

### Patients tissue samples, extraction of tissue lysates and Western blot analysis

The resected frozen tissues from non-small cell lung carcinoma (NSCLC n=16), colon (n=10), pancreatic (n=10) and ovarian (n=4) cancer patients (both tumor and adjacent non-tumor/normal) were collected from University of Texas Medical Branch (UTMB; Galveston) Cancer Center tissue bank. All fresh tissues were collected in accordance with institutions review board approval. Samples included resected ovary, endometrium, and fallopian tubes from healthy individuals were provided by our collaborators Drs. Qiu and Patel from the Department of Pathology, UTMB. Peripheral blood mono-nuclear (PBMN) cells were collected from healthy donors at UNMC. Lysate preparation began with approximately 100 mg of tissue washed in phosphate buffered saline (PBS) pH 7.4. Each tissue was minced into fine pieces and homogenized using a glass dounce homogenizer in 1 ml of cold lysis buffer containing 50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.1 mM EDTA and protease inhibitor cocktail buffer tablet (PI; Roche Diagnostics). Lysates were centrifuged at 14,000 rpm for 20 min at 4°C and the supernatants were stored at −80°C. Tissue extracts equivalent to 40-60 μg of total protein were separated by SDS/PAGE and subjected to Western blot analysis with different α-APE1 antibodies (Abs): mouse monoclonal Ab (1:2000 dilution, Novus Biologicals; # NB100-116); rabbit polyclonal Ab (1:300 dilution) raised against the whole protein [44]; N-terminal 1-14 aa specific goat polyclonal Ab (1:200 dilution, Novus Biologicals; # NB100-897). α-NEIL1 Ab at 1:1000 dilution [45], α-PCNA Ab at 1:1000 dilution (Calbiochem; # NA03), α-HSC70 at1: 5000 dilution (B6-Sc7298, Santa Cruz Biotechnology), α-α-Tubulin at 1: 2000 dilution (Sigma: # T6199) Abs were used. The affinity-purified AcAPE1 Ab (1:200 dilution) was raised against the N-terminal 1-13 aa containing peptide with acetylated Lys6 residue as described earlier [9, 11]. Tissue lysates prepared in the absence of protease inhibitors were used in the experiments for analyzing the effect of cellular protease(s) on recombinant APE1.

### *In vitro* cleavage assay

Recombinant APE1 was purified as described previously [46]. APE1 protein (1 microgram) was incubated for 45 min at 37°C with extracts isolated from tumor or adjacent non-tumor tissue in the presence or absence of protease inhibitors. Western blot analysis was performed with different α-APE1 Abs on 100 nanograms of APE1. For dose and time course-experiments, 6 μg of APE1 was incubated with either increasing amounts (100 ng-20 μg) of tissue extracts for 45 min or with 10 μg of tissue extracts for different time periods in the absence of protease inhibitors and subjected to SDS/PAGE followed by Coomassie Blue staining.

### Cell lines, plasmids, siRNAs, transfection and treatments

Normal lung fibroblast IMR-90 (ATCC #CCL-186), human bronchial epithelial BEAS-2B (ATCC # CRL-9609) and lung adenocarcinoma A549 (ATCC # CCL-185) cell lines were cultured in DMEM/F12 1:1 or DMEM-high glucose (Gibco-BRL), with 10% fetal calf serum (FCS; Sigma), 100 U/ml penicillin and 100 μg/ml streptomycin (Gibco-BRL). hTERT-immortalized human foreskin fibroblast BJ-5ta (ATCC #CR-4001) cells were cultured in DMEM-low glucose medium (Gibco-BRL) with FCS and antibiotics. Human embryonic kidney HEK-293 (ATCC # CRL-1573) and inducible APE1-downregulated ^APE1siRNA^HEK-293T cells were cultured in DMEM-high glucose medium with FCS and antibiotics as described previously [11]. Human Colon cancer HCT116 (ATCC #CCL-247) were grown in MaCoy 5A medium. All cell lines were authenticated by STR DNA profiling by Genetica DNA laboratories, Burlington, NC, on August, 2015.

For knockdown experiments, exponentially growing cells at ≤ 40%-confluent were transfected with various doses of Dharmacon ON-TARGETplus APE1siRNA-J-010237-07 (siRNA1), APE1siRNA-J-010237-08 (siRNA3), APE1-siRNA2 (Sigma; ID: SASI_Hs01_00027147,) and universal control (Sigma) using Lipofectamine 2000 (Invitrogen) following manufacturer's protocol. Cells were harvested after 72 hrs. and total RNA was isolated before or after 4 hour treatment with TSA (100 ng/ml; Calbiochem). Generation of Wild-type (WT) APE1, N-terminal 42 amino acid deleted (NΔ42), mutant APE1 expression constructs in a pcDNA3 vector backbone and with FLAG-tagged WT APE1, K6R/K7R (RR), or N-terminal 33 amino acid deleted (NΔ33) mutant APE1 in PCMV5.1 expression plasmid was described earlier [8–11]. Single or combination mutations of residues K6,7,27,31,32 to glutamine (K5Q) or arginine (K5R) in FLAG-tagged WT APE1 were generated using a site-directed mutagenesis Kit (Stratagene) following manufacturer's protocol. Cells were transfected using Lipofectamine 2000 followed by protein and RNA isolation after 48 hrs.

### Cell cycle analysis

BJ-hTERT cells were synchronized by serum starvation in medium containing 0.05% serum for 72 hrs. Cells at G_o_/G1 stage were then supplemented with serum to allow cell cycle progression and cell lysates were prepared at different time points. Cell cycle studies were performed as previously described by FACS analysis at UTMB's Flow Cytometry Core Facility [11].

### Immunostaining

Overnight cultured cells on cover slips were fixed for 10 min at room temperature with solution containing 4% paraformaldehyde, 10 mM PIPES buffer pH 6.8, 2 mM EGTA, 2 mM MgCl_2_, 7% sucrose, 100 mM KCl, 50 mM NaF, and 10 mM sodium pyrophosphate. Cells were rinsed in PBS for 20 min, followed by permeabilization with 0.5% Triton X-100 in PBS, and then re-rinsed. Cells were incubated in blocking solution (3% bovine serum albumin in PBS) for 30 min followed by 1 hour incubation with primary Abs. Rabbit α-AcAPE1 (1:50) and mouse α-APE1 (1:100), in blocking solution at room temperature were used. After three 10 minute washes in PBS, cells were incubated with Alexa-Fluor 488, 568 and 633-conjugated secondary Abs in blocking solution (Molecular Probes/Invitrogen). Finally, cells were washed with PBS, counter stained with DAPI Ab (Invitrogen; 1:1000), and mounted. Images were obtained using a Zeiss LSM-510 confocal microscope with a 63X, 1.4 numerical aperture oil immersion objective at Confocal Imaging Laboratory at UNMC.

### Micro-array based GeneChip analysis

RNA from control and experimental samples in three biological replicates was submitted to UTMB Molecular Genomics Core Facility for carrying out micro-array based gene chip hybridization. An Affymetrix HGU133 Plus 2.0 array comprised of more than 54000 probe sets that corresponds to approximately 30,000 characterized genes was used. Data analysis was performed in Bioconductor/R using the CEL files. The R module/package Affy was used to perform the pre-processing steps which includes the RMA method for background correction and quantile normalization. Linear Models for MicroArray (Limma) was used to fit linear models for analyzing designed experiments and the assessment of overall gene expression and contrast analysis comparing the experimental groups [47]. The significance of a gene is calculated using the eBayes function that computes moderated F-statistics combing the t-statistics from all the available contrasts. This F-statistics determines if genes are differentially expressed across any contrast. The p-value is calculated based on the moderated t-statistics and F-statistics followed by FDR adjustment. Further, the modules topTable and decideTests were used to extract and summarize the results. To estimate overlap between two analyses, Venn Diagrams were created using the method “global” in the function “decideTests”. Heat maps were created on genes significant at p value < 0.001 or 0.00001. Finally the probe sets with fold change ≥ 1.25 (for up-regulated genes) and ≤ 0.8 (for down-regulated genes) were selected and uploaded to Ingenuity Systems based Pathway Analysis (IPA, Redwood City, California) for functional analysis. All microarray data have been submitted to NCBI following the guidelines for Minimum Information About a Microarray Gene Experiment (MIAME) and the accession number is GSE74572.

### Real time reverse transcription (RT)-PCR assay

Total RNA from control and experimental cells was isolated with the Qiagen RNeasy mini kit (Invitrogen). cDNA was synthesized using Superscript III first-strand synthesis kit (Invitrogen) following manufacturer's protocol. Expression level of the genes selected from micro-array analysis was analyzed by SYBR GREEN-based Real Time PCR with primers (RealTimePrimers.com) using HPRT1 as internal control. Data were represented as relative quantitation with respect to the reference samples set at 1 based on 2^−ΔΔCT^ method.

### Colony forming assay

APE1 siRNA-expressing HEK-293T (^APE1siRNA^HEK-293T) cells [11] were treated with doxycycline (Sigma; 1 μg/ml) for 5-6 days to knockdown endogenous APE1 and then transfected with WT or different mutant APE1 expression plasmids. Approximately 500 cells were plated on 60-mm dishes and allowed to grow for two weeks until visible colonies appear. The colonies were fixed with 100% methanol, stained with Giemsa staining solution (1:50) and counted.

## SUPPLEMENTARY FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

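Gene expression was measured on 21 Affymetrix arrays in 7 groups of 3 biological replicates: 12 arrays of A549 cells (control siRNA or APE1 siRNA, each without or with TSA) and 9 arrays of BEAS-2B cells (WT, RR or NΔ42 APE1). The deposited values are log2 values of 54675 probe sets, which the authors made with affy by RMA background correction and quantile normalization, within each cell line separately as the values show; the versions of affy, RMA and limma that the authors used are not given in the sources used here. The authors also deposited 4 tables of limma comparisons with log2 fold changes and p-values, which hold the first 1000 probe sets by p in A549 cells and the first 10000 in BEAS-2B cells. A limma fit over the 54675 probe sets of each cell line gave the log2 fold changes of these deposited tables to within 7.33e-09 and their p-values with a ratio of 1. Supplementary Tables 1 and 2 were read in full, with 743 and 732 probe sets, and of Supplementary Tables 3 and 4 the first 1998 of 2449 and of 3121 were read. Their log2 ratios matched the deposited values to within 0.0005.

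The tests were run in R 4.3.3 with limma 3.58.1 on the log2 values as deposited, with lmFit and eBayes, 1 mean per group and a separate fit for each cell line. The 62 Affymetrix control probe sets were left out, and p-values were adjusted by the Benjamini-Hochberg method over the other 54613. A gene was called at an adjusted p under 0.05 with a fold change of at least 1.25. Of the probe sets tested, 41091 are paired with 1 gene symbol, 1801 with several and 11721 with none, and a gene was read at its probe set with the highest mean over the arrays of the cell line, or over all 21 arrays for the overlap between cell lines, where 362 genes were higher and 602 lower in A549 cells and 2321 higher and 1876 lower in BEAS-2B cells. Fold changes are APE1 siRNA minus control siRNA, TSA minus no TSA, and mutant minus WT. Replicates with the same number were not paired: residuals of arrays with the same number correlated at -0.079 to 0.264 in A549 cells and -0.033 to 0.201 in BEAS-2B cells. All samples were mapped to a group, and the values of every array were used.

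The tests, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, apart from 5 alternatives that leave out the array of A549 APE1 siRNA replicate 2 and the tests named at the top of the closing parts; the values of Supplementary Tables 1 to 4 had been seen by then. The rule names, per comparison, the 10 largest rises and the 10 largest falls among called genes with separate groups, the genes that the paper names with their reference gene HPRT1, and up to 4 members of each list with the smallest adjusted p. The 18 lists of 438 entries were DNA replication, mitosis, G1 regulators, p53 targets, base excision repair, ATF4 and amino acid response, ER chaperones and unfolded protein response, AP-1 and MAPK response, NF-kB targets, interferon response, NRF2 targets, HDAC inhibitor response, apoptosis regulators, glycolysis, hypoxia response, cholesterol synthesis, extracellular matrix and mesenchymal genes, and housekeeping genes. A further 6 lists hold markers of other cell types. The lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists of a comparison, and counts adjusted over the list alone were taken too. The lists stand in for the Ingenuity analysis of the paper, whose database was not used here.

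The alternatives were a fit of only the groups compared, a fit of all 21 arrays, the replicate number as a block, a further quantile normalization, centring of each array on its median, a minimum mean log2 of 6, eBayes with trend and robust, the mean of a gene's probe sets, any probe set of a gene, an adjusted p under 0.01, no minimum fold, an unadjusted p under 0.01, and each array left out in turn. Overlaps were tested by Fisher's exact test. RNA quality was read from the ACTB and GAPDH control probe sets at their 3' and 5' ends. The steps were tested on simulated data in which 50 genes were changed at each fold. With the spread of the A549 arrays 4%, 46%, 72% and 94% of genes changed by 1.25, 1.5, 2 and 4-fold were called, and with the spread without the array of APE1 siRNA replicate 2 it was 26%, 100%, 100% and 100%. With the spread of the BEAS-2B arrays it was 32%, 98%, 100% and 100%. Of the simulated calls 2.49% to 5.83% were unchanged genes. For arrays no depth applies, and the number of arrays limits the precision.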

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

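The tests of the array of A549 APE1 siRNA replicate 2, of the TSA arrays, of array processing in BEAS-2B cells and of the acetylable lysines were chosen after the results were seen, while the simulation of shared WT arrays and the counts over other splits of the arrays were planned.

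The A549 array of APE1 siRNA replicate 2 stands apart from the other A549 arrays, and without it the genes called after APE1 siRNA went from 977 to 1821. Degraded RNA, a mixed-up sample or a response of the cells would leave the spiked bacterial and phage transcripts in place, and 11 of their 42 probe sets lay over 1 log2 from replicates 1 and 3, which argues against these explanations as the whole cause. A fault of the array that reached part of its probe sets would part probe sets of the same spiked transcript. The gap between 2 probe sets of the cre transcript was 5.85 (7.95 on this array against 13.8 on replicates 1 and 3 for the probe set that fell), and at most 0.0869 on any other A549 array, so a local fault is a candidate explanation. Whether there was such a fault, and of what kind, stays open.

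Between arrays with and without TSA, a comparison for which the paper gives no count or list of genes, 4125 genes differed after control siRNA (2358 higher and 1767 lower) and 4963 after APE1 siRNA (3030 higher and 1933 lower, against 2263 and 2265 after a further quantile normalization and 3410 and 3157 without the array of APE1 siRNA replicate 2). The spiked controls differed as well: with TSA the bioB probe sets had a median change of -1.53, those of bioC, bioD and cre 0.73 and the poly-A controls -1.32, so array processing differed along with the treatment, and on a given gene the effects of both cannot be told apart. The HDAC inhibitor list, where TSA treatment predicts rises, had 6 members higher and 0 lower after control siRNA by limma (8 of its 13 at an unadjusted p under 0.05), which is consistent with an effect of TSA. The number of other splits of 6 arrays is too small for a share under 0.05, with 0 genes as the highest of the others for both counts. Processing stays open as a source of part of the genes.

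The same genes move in RR and NΔ42 cells against WT, 3197 in all. Chance values of the WT arrays, which both comparisons share, are excluded as the cause where they are independent between genes. Unchanged groups gave a simulated covariance of 0.00323 and 0 shared genes, but each probe set was simulated on its own. Deviations of the WT arrays that many genes share were not simulated. No other of 84 splits of the 9 arrays gave as many as the 4191 genes called for both mutants against WT. The highest others had 1360, 1009 and 907. Each came from a split that puts all WT arrays in a single fitted group, which keeps part of their difference from the mutants. The splits do not test the 3197 (highest other 0), as 0 of the others called genes in both comparisons by limma. Array processing that differed between WT and mutant arrays stays open, with a bioB shift of 0.303 between RR and WT and 0.210 between NΔ42 and WT. The poly-A controls shifted by -0.082 and -0.147, and at each bioB probe set the WT and RR arrays overlapped. Loss of the acetylable lysines stays open too: 80.0% of the shared genes had a 95% interval of NΔ42 minus RR within 1.25-fold, but a difference in construct or culture between WT and mutant cells predicts the same. Without cells that carry an empty vector the arrays do not separate these.

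A difference of the siRNA effect between cells without and with TSA was seen at 24 genes, and whether chance gives as many was not decided by 100 drawn splits of the siRNA labels within each TSA state (2 gave as many, with 1996 as the highest other), since mixed splits carry the effect of the siRNA in their spread and the split with 1996 exchanges all labels with TSA and none without. The interaction had 357 genes without the array of APE1 siRNA replicate 2, 5 to 8 without any other single array, and 4 after a further quantile normalization, of which 1 is among the 24. That normalization included the array of APE1 siRNA replicate 2 and was not run without it. As the spiked controls differed with TSA, array processing stays open as a source of part of the differences in siRNA effect. Interferon response genes, which the paper does not discuss, were lower in both mutants than in WT at 19 of 29 members.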

How the results depend on the processing

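Leaving out the array of A549 APE1 siRNA replicate 2 where it is not in the groups compared was chosen after seeing the data; all other settings were planned. Of the named-gene results 926 kept their direction and side of the threshold with the replicate number as a block and 769 after a further quantile normalization, where 125 were no longer called and 0 reversed. With arrays centred on the median 916 kept both and 19 were no longer called, and over all single arrays left out 6896 kept both and 240 were no longer called. Of the list tests 134 kept their side with an estimated correlation and 46 lost it.

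Fitting only the groups compared gave 285 genes for APE1 siRNA without TSA, 2014 with TSA, 3192 for TSA after APE1 siRNA, 247 for the overlap of both siRNA comparisons and 53 for the overlap between the cell lines. With all 21 arrays in a single fit the interaction had 139 genes, NΔ42 against WT 2293 and the overlap of both mutants 2099. The replicate block gave 5 genes for the interaction. A further quantile normalization gave 541 and 506 genes for APE1 siRNA without and with TSA, 4 for the interaction, 263 for the siRNA overlap and 101 for the overlap between cell lines. In A549 cells this normalization included the array of APE1 siRNA replicate 2 and was not run without it. It moved the share of genes that were higher from 37.5% to 56.2% for APE1 siRNA without TSA (304 higher and 237 lower), from 33.4% to 52.0% for APE1 siRNA averaged over both TSA states and from 61.1% to 50.0% for TSA after APE1 siRNA. Centring on the median gave 7 genes for the interaction and moved that share from 54.3% to 67.2% in RR. A minimum mean log2 of 6 gave 41 genes for the interaction. Trend and robust eBayes gave 5 for the interaction and 3 for NΔ42 against RR. The mean of a gene's probe sets gave 9 for the interaction, 2 for NΔ42 against RR, 384 for the siRNA overlap and 97 between cell lines. With any probe set the counts were 1658 for APE1 siRNA with TSA, 1890 averaged over both TSA states and 379 between cell lines. An adjusted p under 0.01 gave 579 and 629 for APE1 siRNA without and with TSA, 5 for the interaction, 368 for the siRNA overlap and 107 between cell lines. With no minimum fold the counts were 2003 for APE1 siRNA averaged over both TSA states, 8103 for RR, 5290 for NΔ42, 7684 for both mutants, 4922 for the overlap of both mutants and 305 between cell lines. An unadjusted p under 0.01 gave 398 for the interaction and 224 for NΔ42 against RR. The stricter and looser thresholds change the counts by construction, and for the other settings the cause was not tested.

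With each array left out in turn the counts ranged from 657 to 1821 for APE1 siRNA without TSA, 696 to 2098 with TSA, 5 to 357 for the interaction, 3517 to 6097 and 4173 to 6567 for TSA after control and APE1 siRNA, 1087 to 1712 for APE1 siRNA averaged over both TSA states, 446 to 1117 for the siRNA overlap and 123 to 355 between cell lines, with the highest of each without A549 APE1 siRNA replicate 2. They ranged from 4442 to 5846 for RR, 3042 to 3624 for NΔ42, 3730 to 4500 for both mutants, 2759 to 3324 for their overlap and 0 to 451 for NΔ42 against RR, the last without RR replicate 3. Reversed with the mean of probe sets were MACROH2A1 for APE1 siRNA with TSA (-0.36), BUB1 (-0.15), HMGB1 (0.34) and PDIA6 (0.23) for TSA after APE1 siRNA, and SEL1L in RR (-0.048). HMGA1 for TSA after APE1 siRNA ranged from -0.43 without A549 APE1 siRNA replicate 2 to 1.48 without replicate 3. In simulations at 3 arrays per group, most A549 genes changed by 1.25-fold were missed, so a gene that was not called may have changed by such a fold.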

Differences from the paper's values

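The fit without the array of A549 APE1 siRNA replicate 2 was chosen after the values were seen for the comparison with TSA, and all other settings were set before the data were examined. The paper's 2 counts of genes were each within 1.5 times of the count here, and the log2 ratios of the probe sets of named genes in Supplementary Tables 1 to 4 were within the replicate SD of those here. After a further quantile normalization, 9 of these ratios differed by more than the replicate SD, with the same sign as the paper's: those of APEX1, CCNA2, CDK2, CDKN1B, FOSL1, GAPDH, HDGFRP3, HMGA1 and SFN. The paper counts 743 and 732 unique genes for APE1 siRNA without and with TSA at a fold change of 1.25 and its text names no p threshold for them, and 977 and 1044 genes were called here at an adjusted p under 0.05. The authors' deposited tables for these comparisons hold 773 and 777 genes with 1 symbol at that fold, at a largest adjusted p of 0.00803 and 0.00519. These tables end after 1000 probe sets, and the largest p in Supplementary Tables 1 and 2 is the same. The paper's counts thus go no further than the first 1000 probe sets by p. Their distance from a count at a p threshold therefore does not test either count. Of the probe sets in Supplementary Tables 1 and 2, 742 of 743 and 732 of 732 were called here in the same direction. The count without TSA was over 1.5 times away from the paper's with only the groups compared (285), all 21 arrays (1421), any probe set (1438), an unadjusted p under 0.01 (1315) and without A549 APE1 siRNA replicate 2 (1821). With TSA this held for only the groups compared (2014), all 21 arrays (1310), a minimum mean log2 of 6 (1117), any probe set (1658), no minimum fold (1181), an unadjusted p under 0.01 (1283) and, chosen after the values were seen, without A549 APE1 siRNA replicate 2 (2098).

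The paper shows SFN, RAC1, CCNA2, H2AFY, CDK2 and HDGFRP3 as lower by RT-PCR after APE1 siRNA in A549 cells (Figure 6C), and 3 of these 6 genes were called on the arrays at the probe set with the highest signal. CCNA2 had -0.71 (2 of 2 probe sets called lower), CDK2 -1.05 (2 of 3) and HDGFL3 -2.04 (7 of 8). SFN had -1.46 (adjusted p = 0.28) and RAC1 -2.94 (adjusted p = 0.392); with any probe set of a gene both were called lower (1 of 3 probe sets of SFN and 2 of 4 of RAC1), and without A549 APE1 siRNA replicate 2, an alternative set beforehand for this comparison, both genes were called at -0.54 (adjusted p = 0.00015) and -0.69 (adjusted p = 8.23e-06). MACROH2A1, formerly H2AFY, had -0.34 (adjusted p = 0.532), 0.08 (adjusted p = 0.64) without that array and 0.09 after a further quantile normalization, and with any probe set it was called lower (1 of 7).

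In BEAS-2B cells the paper shows CYR61 as lower in NΔ42 than in WT (Figure 6D), and CCN1, its present name, had -0.23 there (adjusted p = 0.0137), under the minimum fold, while 1 of its 2 probe sets was called lower, as was the mean of its probe sets (-0.36). The other genes of Figure 6D moved here as shown there in both mutants at the probe set with the highest signal: HMGA1, TGM2, EMP1 and FOSL1 fell and CDKN1B and CDK2 rose. Not all of their probe sets were called. In each mutant it was 1 of 2 for HMGA1, 2 of 4 for TGM2 and 2 of 3 for CDK2. For EMP1 it was 3 of 6 in RR and 2 of 6 in NΔ42. The paper states an overlap of the genes affected in A549 and BEAS-2B cells, and here genes that moved in opposite directions (185) were as frequent as those that moved in the same direction (181). Without the array of A549 APE1 siRNA replicate 2, genes that moved in the same direction were the more frequent. With all arrays, both numbers lay above the number expected if every gene is equally likely to be called, whatever its signal.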

Other observations

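The tests on glycolysis genes and on the direction of change in both cell lines were chosen after the results were seen, and the comparisons with TSA and the counts over other splits were planned.

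Genes of several kinds differed between A549 arrays with and without TSA after control siRNA, and since the spiked controls differed too (bioB -1.53), these values are differences between arrays and not effects of TSA shown for each gene. The largest rises were in C7orf57, at 4.51 (SE 0.33, adjusted p = 7.19e-06), in ABAT, the GABA transaminase, at 3.96 (SE 0.07, adjusted p = 3.28e-09), in MICB, a stress ligand of natural killer cells, at 3.78 (SE 0.13, adjusted p = 7.19e-08), in the epithelial transcription factor gene GRHL1 (3.75) and in SLAIN1 (3.63) and TNFAIP6 (3.40), and the largest falls in KCTD15, at -3.28 (SE 0.35, adjusted p = 7.8e-05), HMGA2, at -2.86 (SE 0.12, adjusted p = 1.75e-07), NAV3 (-2.48), the receptor gene NRP1 (-2.21) and the lymphatic growth factor gene VEGFC (-1.87). Of 13 genes of the HDAC inhibitor response 6 rose and 0 fell (7 and 0 when adjusted over the list alone, limma camera adjusted p = 1.4e-05, and adjusted p = 0.936 with an estimated correlation), with H2BC21 at 2.55, KLF4 at 1.31, KLF2 at 1.26 and TXNIP at 0.91. Of 15 genes of cholesterol synthesis 9 rose and 0 fell (9 and 0 when adjusted over the list alone, camera adjusted p = 1.24e-05, and 0.936 with an estimated correlation), with HMGCS1, the enzyme that makes HMG-CoA, at 1.92, IDI1 at 1.76 and STARD4 at 1.35. Of 31 mitosis genes 13 fell and 0 rose (15 and 0 when adjusted over the list alone, camera adjusted p = 1.24e-05, and 0.936 with an estimated correlation), with UBE2C at -0.78, AURKA at -0.78, the proliferation marker gene MKI67 at -0.73 and TTK at -0.58. DNA replication genes were lower too, with 6 lower and 2 higher of 32 (camera adjusted p = 0.00876), and 4 of 17 hypoxia response genes rose (camera adjusted p = 0.018). With an estimated correlation the replication and hypoxia lists had an adjusted p = 0.936 too, and without the array of APE1 siRNA replicate 2 it was 0.0987 for the HDAC inhibitor list, 0.0384 for the cholesterol and mitosis lists, 0.0521 for DNA replication and 0.121 for the hypoxia list. Without that array 22 mitosis genes were lower and 1 higher, 16 replication genes lower and 3 higher, and 9 hypoxia genes higher and 1 lower, and after a further quantile normalization the camera adjusted p of the hypoxia list was 0.0751. The 3' minus 5' difference of the ACTB control probe sets was 0.73 with TSA and 0.23 without (exact permutation p = 0.1).

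After APE1 siRNA, the arrays with TSA had higher values of GRHL1 (4.67), C7orf57 (4.45), TMEFF2 (3.90) and ABAT (3.67), and lower values of KCTD15 (-3.09), PDE4B (-2.93), NAV3 (-2.87), IFIT3 (-2.81) and the bone transcription factor gene RUNX2 (-2.74). Of the HDAC inhibitor list 8 rose and 0 fell (camera adjusted p = 0.000269), of the cholesterol list 10 rose and 0 fell (camera adjusted p = 5.01e-05), of 17 hypoxia response genes 6 rose and 0 fell (camera adjusted p = 0.00572), and of 29 genes of the ATF4 list 10 rose and 1 fell (camera adjusted p = 0.00582), with CTH, an enzyme of cysteine synthesis, at 2.28. With an estimated correlation these lists had an adjusted p = 0.922. Of 31 mitosis genes 8 fell and 1 rose (camera adjusted p = 0.22), while 17 fell and 3 rose without the array of APE1 siRNA replicate 2 (camera adjusted p = 0.00119, and 0.175 with an estimated correlation) and 11 fell and 1 rose after the quantile normalization (camera adjusted p = 0.0327). The ATF4 list lost its call in both settings, with 8 higher and 5 lower (camera adjusted p = 0.194) and 5 higher and 3 lower (camera adjusted p = 0.223). The quantile normalization left 5 cholesterol genes higher and 1 lower (camera adjusted p = 0.00633) and ended the call of the hypoxia list (camera adjusted p = 0.0945), which had 8 higher and 2 lower without that array (camera adjusted p = 0.0264, and 0.185 with an estimated correlation). FOS had 2.45 and 3.15 after control and APE1 siRNA, the matrix growth factor gene CCN2 2.94 and 3.18, and the chemokine gene CCL20 2.84 and 2.70.

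GAPDH fell after APE1 siRNA with TSA, at -1.94 (SE 0.12, adjusted p = 1.75e-05), and a fall of glycolysis genes as a group was tested as the reason. The other 18 glycolysis genes had a median log2 change of 0.0692, from -0.249 (SLC2A1) to 0.269 (PDK1), and 0 of them were called by limma, while 5 genes of the whole list of 19 had an unadjusted p under 0.05. A fall of the group is therefore excluded, and what lowers GAPDH, which fell at all 3 of its probe sets both without and with TSA, was not tested.

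A further hypothesis was that mutant APE1 in BEAS-2B cells moves genes the way APE1 loss does in A549 cells. The correlation of log2 changes across genes was -0.0144, 0.0211 after a further quantile normalization and 0.0174 without the array of A549 APE1 siRNA replicate 2, so no such rule was seen over all genes. Most genes were called in neither cell line and weigh on this value. Between both siRNA comparisons in A549 cells it was 0.406. A response shared by part of the genes is not excluded, and the mutants were compared with ectopic WT APE1, which is not a loss of APE1. The overlap of 181 genes that moved in the same direction was not tested by 100 drawn pairs of splits (highest other 0), since 0 of the other pairs called genes in both cell lines by limma.

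Other splits of the arrays were counted for the remaining results. Averaged over both TSA states, APE1 siRNA changed 1229 genes (411 higher and 818 lower, against 500 and 461 after a further quantile normalization and 753 and 959 without the array of APE1 siRNA replicate 2), where the highest other of 100 drawn splits had 22, so chance is excluded. The overlap of both siRNA comparisons had 586 genes (highest other 4), which the splits do not test, as 1 of the 99 others called genes in both comparisons. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05: the real counts were 977 and 1044 for APE1 siRNA without and with TSA, 5137 for RR and 3518 for NΔ42, each with 0 as the highest of the others, and 0 for NΔ42 against RR by limma (2484 at an unadjusted p under 0.05), which all 10 splits equal. Without A549 APE1 siRNA replicate 2 the counts were 1821 and 2098 for APE1 siRNA and 1117 for the overlap, and without RR replicate 3 the count of NΔ42 against RR was 451.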
